# BRG1 attenuates colonic inflammation and tumorigenesis through autophagy-dependent oxidative stress sequestration

**DOI:** 10.1038/s41467-019-12573-z

**Published:** 2019-10-10

**Authors:** Min Liu, Tongyu Sun, Ni Li, Junjie Peng, Da Fu, Wei Li, Li Li, Wei-Qiang Gao

**Keywords:** Cancer, Gastroenterology

## Abstract

Autophagy is a central component of integrated stress responses that influences many inflammatory diseases, including inflammatory bowel disease (IBD) and colorectal cancer (CRC). While the core machinery is known, the molecular basis of the epigenetic regulation of autophagy and its role in colon inflammation remain largely undefined. Here, we report that BRG1, an ATPase subunit of the SWI/SNF chromatin remodeling complex, is required for the homeostatic maintenance of intestinal epithelial cells (IECs) to prevent the inflammation and tumorigenesis. BRG1 emerges as a key regulator that directly governs the transcription of *Atg16l1*, *Ambra1*, *Atg7* and *Wipi2*, which are important for autophagosome biogenesis. Defective autophagy in BRG1-deficient IECs results in excess reactive oxygen species (ROS), which leads to the defects in barrier integrity. Together, our results establish that BRG1 may represent an autophagy checkpoint that is pathogenetically linked to colitis and is therefore likely a potential therapeutic target for disease intervention.

## Abstract (web summary)

Dysfunctional autophagy induces inflammation that contributes to tumorigenesis. Here, the authors show that loss of BRG1 impairs autophagy and enhances reactive oxygen species production to disrupt intestinal barrier integrity, leading to spontaneous colitis and subsequent colorectal cancer development.

## Introduction

Tissue inflammation inevitably results in tissue repair and tumorigenesis. Patients with inflammatory bowel disease (IBD), such as Crohn’s disease (CD) and ulcerative colitis (UC), exhibit a higher risk of developing colorectal cancer (CRC)^1,2^. IBD results from a complex series of interactions between the mucosal barrier, the environment, and the immune system^3,4^. Barrier integrity is essential for preventing invasion of microorganisms and development of chronic inflammations^3,5^. Thus, the defects in maintaining the homeostasis of intestinal epithelial cells (IECs) are known to trigger chronic inflammation and repair, which occasionally results in dysplasia^6–8^.

The integrated stress response (ISR) serves as a homeostatic mechanism that responds to and resolves various pathogenic insults in the gut^9^. Autophagy represents an intracellular lysosomal degradation system that ensures energetic homeostasis during metabolic stress and plays a protective role by removing damaged components from the cytosol^10–12^. The insufficient autophagy results in the accumulation of undesirable components that fuel inflammation, stimulate ROS, trigger cell death, and induce genomic instability, all of which cause the formation of the hallmarks of cancer^10,13,14^. In IECs, autophagy is implicated in intracellular bacterial killing, antimicrobial peptide secretion by Paneth and goblet cells, and the endoplasmic reticulum (ER) stress response in enterocytes^6,11,15–17^. Likewise, experiments using genetically engineered mouse models (GEMs) indicate that autophagy dysfunctions, such as ablation of *Atg16l1*, *Atg5*, or *Atg7*, stimulate immune responses, ROS production and ER stress^6,11,18^. Importantly, genome-wide association studies (GWAS) have uncovered single nucleotide polymorphisms in gene loci, including the autophagy-related proteins ATG16L1 and IRGM and the nucleotide-binding oligomerization domain-containing protein NOD2, which are closely associated with the risk of IBD^19–21^. Although autophagy is mainly seen as a cytoplasmic event, recent studies indicate that transcriptional and epigenetic regulation occurring in the nucleus intimately modulates autophagy^22,23^.

The SWI/SNF complex is a chromatin-remodeling complex that utilizes ATP hydrolysis to affect chromatin utilization^24,25^. The central ATPase in SWI/SNF complexes is either BRG1 (brahma-related gene 1; SMARCA4) or BRM (brahma; SMARCA2)^24^. BRG1 is characterized by a bromodomain and helicase/ATPase activity and influences a plethora of biological processes in both normal and neoplastic tissues^24,26,27^. The loss or mutation of BRG1 was initially identified in several cancers, including but not limited to lung cancer, ovarian cancer and Burkitt’s lymphoma^28–30^. However, other studies also report the positive effects of BRG1 on tumor initiation and progression^31–34^, suggesting that the roles of BRG1 in tumors depend on the cellular and genetic milieu. In the gut, previous studies indicate that BRG1 is essential for stem cell function in the small intestine, but not colons^35^. Study using mouse models of intestinal cancer (*Apc*^*min/*+^) have shown that *Brg1* knockout in the small intestine epithelium attenuates Wnt-driven tumor initiations^34^. In addition, early BRG1 loss impairs duodenum crypt-villous formation partially by regulating the Notch signaling^36^. Despite these advances regarding small intestine development and Wnt and Notch signaling regulation, functions of BRG1 in the colons remain largely undefined.

Recent work using targeted sequencing of UC samples with a high risk of developing colorectal carcinoma indicates that BRG1 is frequently mutated^37^, suggesting that BRG1 plays a potential role in inflammatory settings, such as colitis and colitis-CRC transformation. Thus, the present study focuses on determination of the adult function of BRG1 in resolving inflammation in a mouse model of colitis and colorectal tumorigenesis. Using loss- and gain-of-function approaches, we show that BRG1 ensures colonic homeostasis and coupled autophagy-dependent ROS reactions. Thus, our results highlight that BRG1 serves as a homeostatic checkpoint that inhibits inflammation-associated CRC.

## Results

### Epithelial BRG1 expression is reduced in IBD patients

Consistent with the previous reports, analyses of public datasets suggested that BRG1 mRNA was reduced in IBD specimens as compared with those in healthy controls (using datasets from NCBI’s Gene Expression Omnibus: GSE9452 and GSE3365; Fig. 1a). To validate these data in IBD, we performed quantitative RT-PCR (RT-qPCR) assays to determine BRG1 expression in colonic biopsy specimens from CD and UC patients as well as from normal controls. Compared with the levels in biopsies from healthy specimens, we showed that BRG1 mRNA levels were markedly decreased in the IBD biopsies (Fig. 1b). To expand upon these observations, we also performed immunohistochemistry analyses using a pre-valuated BRG1 antibody to characterize the BRG1 expression on the cellular level. The quantification of the immunohistochemical results revealed that the protein levels of BRG1 in the colonic epithelial cells were significantly lower in the IBD specimens relative to that in the healthy subjects (Fig. 1c). Together, these results suggest a causal link between BRG1 reduction and IBD pathogenesis.

**Fig. 1:**
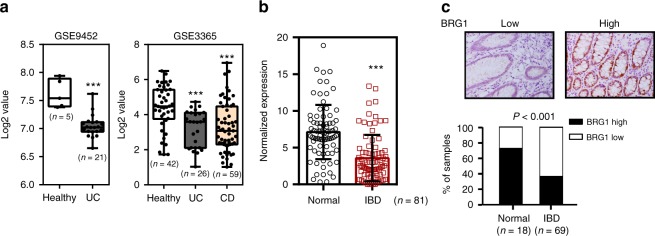
BRG1 expression is decreased in IBD patients. **a** Box plot of BRG1 mRNA in healthy controls and IBD specimens (using dataset GSE9452 and GSE3365). In boxplots (middle line depicts the median and the whiskers the min-to-max range). **b** RT-qPCR analysis of BRG1 mRNA in IBD specimens and healthy subjects (*n* = 81 per group). **c** BRG1 staining images are shown in the upper panel, and epithelial BRG1 expressions in normal and IBD biopsies is quantified in the bottom panel (*χ*^2^ test). Staining indexes use a 10-point quantification scale, and a score > 4 is considered higher level. Scale bar: c 50 μm. The data represent the mean ± S.E.M., and statistical significance was determined by a two-tailed Student’s *t*-test unless otherwise indicated. ***p < 0.001

### Adult *Brg1*^*IEC*-*AKO*^ mice spontaneously develop colitis

The above results prompted us to utilize genetically engineered mouse models (GEMs) to define the potential importance of BRG1 in colonic inflammation. To assess the expression pattern of BRG1 in the intestine and colon, we performed co-immunofluorescence staining of BRG1 with Lgr5, ChgA, Muc2 and Lys, respectively, in the small intestine and colon of wild-type mice. BRG1^+^ cells were located along the intestinal epithelium and BRG1 was co-expressed with Lgr5, ChgA, Muc2 and Lys (Supplementary Fig. 1a), indicating that BRG1 is uniformly expressed both in the basal stem cells and differentiated cells. To circumvent the earlier developmental defects caused by *Brg1* loss, we adopted *Villin*^*Cre*-*ERT2/*+^ mice^38^ to ablate *Brg1* at 2 months of age by tamoxifen administration (hereafter referred as *Brg1*^*IEC*-*AKO*^ mice; deletion of *Brg1* in adult IECs; Fig. 2a). Throughout the studies, *Brg1*^*flox/flox*^ littermates treated with tamoxifen in the same cages were chosen as the control mice (referred as *Brg1*^*F/F*^). We found that the 4-month-old *Brg1*^*IEC*-*AKO*^ mice displayed progressive diarrhea, and several mice exhibited rectal bleeding (2 months after the *Brg1* deletion). As compared with *Brg1*^*F/F*^ mice, 4-month-old *Brg1*^*IEC*-*AKO*^ mice exhibited shorter colon lengths and obviously swollen spleen (Supplementary Fig. 1b, c). Further histopathological examinations verified that *Brg1*^*IEC*-*AKO*^ mice developed spontaneous colitis, as evidenced by the presence of inflammatory infiltrates, crypt erosion, and the loss of tissue architecture (Fig. 2b). Weekly monitoring and histology quantification throughout the studies revealed no obvious abnormalities within 2 weeks of *Brg1* deletion (Fig. 2b). However, the infiltrated immune cells and mild epithelium erosions were readily detected after one month of *Brg1* ablation (Fig. 2b). Over time, the 4-month-old *Brg1*^*IEC*-*AKO*^ mice (2 months after *Brg1* deletion) exhibited severe transmural inflammation affecting the distal colon accompanied by crypt abscesses with nearly 100% penetrance. In contrast, none of the *Brg1*^*F/F*^ littermates housed in the same cages displayed any signs of colonic inflammation. To confirm this observation, we quantified the immune cell infiltration by flow cytometry, and detected a substantial increase in the number of CD4^+^ T cells, macrophages and neutrophils in the colonic lysates from the 4-month-old *Brg1*^*IEC*-*AKO*^ mice (Fig. 2c, Supplementary Fig. 1d). Similarly, the *Brg1*-deficient colons produced significantly higher levels of proinflammatory cytokines and chemokines than the colons of the control littermates (Fig. 2d). The excess inflammatory response occurring in the *Brg1*-deficient mice was associated with a loss of mucosa-producing goblet cells (colon and small intestine) and antimicrobial peptide (AMP)-producing Paneth cells (small intestine) (Fig. 2e, Supplementary Fig. 2e), which contribute to intestinal antibacterial defense by releasing antimicrobial factors. Further course studies revealed that 2 weeks of *Brg1* ablation did not lead to appreciable changes in terms of the colonic stem cells or terminally differentiated cells (Supplementary Fig. 1f–i). However, the 12-week-old *Brg1*^*IEC*-*AKO*^ mice began to exhibit a decrease in the number of Lgr5^+^ cells, goblet cells and Paneth cells (Supplementary Fig. 1g–i). Notably, the average life span of Paneth cells has been estimated to be ~60 days^39^, arguing that the reduced number of Paneth cells after 1 month of *Brg1* depletion is likely due to the self-renewal defects. In addition, the numbers of other terminally differentiated cells, such as enteroendocrine cells and tuft cells in 12-week-old *Brg1*^*IEC*-*AKO*^ mice were not significantly different in comparison to those in the control mice (Supplementary Fig. 1j, k)

**Fig. 2:**
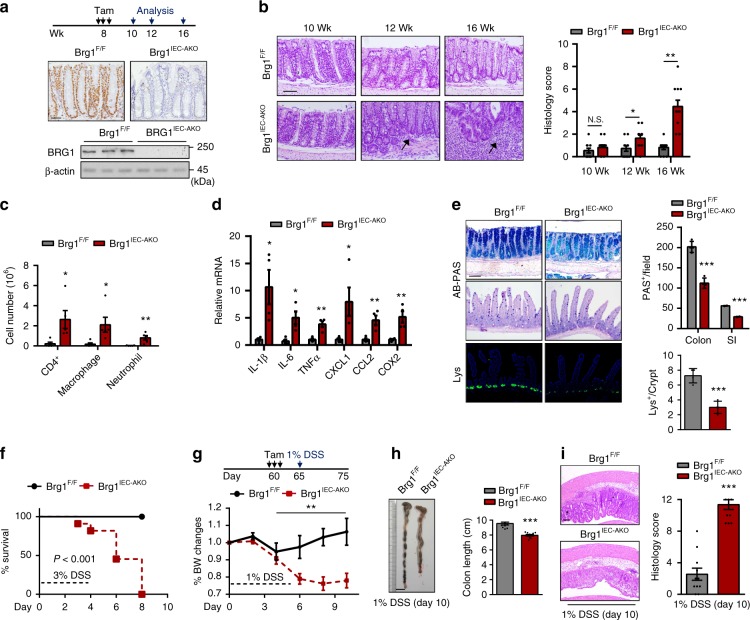
*Brg1* loss in adult intestines leads to the development of colitis. Two-month-old mice (*Brg1*^*flox*/*flox*^ or *Villin*^*Cre*-*ERT2*^; *Brg1*^*flox*/*flox*^) were treated with tamoxifen, and thereby generated *Brg1*^*F*/*F*^ or *Brg1*^*IEC*-*AKO*^ mice. **a** Immunohistochemical (upper panel) and immunoblot (IB) analyses (lower panel) of BRG1 expression are shown. **b** Representative histological images of middle-distal sections of *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice are shown at the indicated time points, and semi-quantitative scoring of the histopathology is shown (*n* = 12 per genotype). Arrow: immune cell infiltration. **c** Colonic lamina propria cells isolated from 16-week-old mice (2 months after the *Brg1* ablation) are analyzed by flow cytometry (*n* = 4 per genotype). **d** RT-qPCR analysis of colon homogenates from 16-week-old mice to assess cytokine and chemokine productions (*n* = 6 per genotype). **e** Alcian blue-Periodic acid Schiff (AB-PAS; goblet cells) staining and lysozyme (Lys; Paneth cells) staining of the intestines derived from 3-month-old mice (1 month after the *Brg1* ablation) and quantitation results are shown in the right (*n* = 5). **f** Survival rate of *Brg1*^*IEC*-*AKO*^ mice compared with that of *Brg1*^*F*/*F*^ mice after the 3% DSS treatment (*n* = 10). **g–i** Mice were fed 1% DSS in their drinking water and loss of body weights (**g**) and colon length (**h**) are recorded (*n* = 10 per genotype). **i** H&E-stained sections of middle-distal colon tissue collected on day 10 from 1% DSS-treated mice, and the quantitation of histology score are shown in the right. The data represent the mean ± S.E.M., and statistical significance was determined by a two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01, and ***p < 0.01. Scale bars: 50 μm (**a**), 100 μm (**b**, **e**, **i**), 1 cm (**h**). N.S., not significant, SI: small intestine

To further define the role of BRG1 in colitis, we assessed the consequence of *Brg1* loss in acute colitis by challenging the mice with dextran sodium sulfate (DSS), which is a chemical that induces experimental colitis with the clinical features of IBD. To this end, 2-month-old *Brg1*^*F/F*^ and *Brg1*^*IEC*-*AKO*^ mice were subjected to 3% DSS treatment, and susceptibility was subsequently monitored. We noticed that *Brg1*^*IEC*-*AKO*^ mice exhibited hyper-susceptibility to DSS-induced colitis, and none of the *Brg1*^*IEC*-*AKO*^ mice survived longer than 9 days of observations (Fig. 2f). Therefore, the mice were switched to a lower dose of DSS (1%) challenge. While the *Brg1*^*F/F*^ mice did not display any observable phenotype changes or significant weight loss, the *Brg1*^*IEC*-*AKO*^ mice exhibited severe colitis, as reflected by weight loss, colon shortening, a loss of goblet cells and Paneth cells, epithelial erosions and inflammatory response (Fig. 2g–i; Supplementary Fig. 2a, b). Meanwhile, *Brg1* ablation did not lead to appreciable changes in terms of enteroendocrine cells and tuft cells (Supplementary Fig. 2c, d). Together, these results highlight that adult BRG1 plays a critical role in resolving inflammatory insults in the colonic epithelium.

### Brg1 loss drives inflammation-associated CRC

The observation that *Brg1*^*IEC*-*AKO*^ mice suffered from the sustained inflammation, prompted us to investigate the role of BRG1 in colitis-associated tumorigenesis. Therefore, we first treated the mice with a single dose of the DNA-methylating agent azoxymethane (AOM) to determine whether it enables the *Brg1*^*IEC*-*AKO*^ mice to develop tumors. Five months after AOM treatment, the *Brg1*^*F/F*^ mice did not grow any lesions as expected; however, all 7-month-old *Brg1*^*IEC*-*AKO*^ mice developed at least two polyps within the colons (Fig. 3a). The histological examinations verified the presence of epithelium dysplasia in all ten *Brg1*^*IEC*-*AKO*^ mice examined. Increased tumor incidences in *Brg1*^*IEC*-*AKO*^ mice were associated with the persistent inflammation, as reflected by increased IL-6, IL-1β, TNFα and CCL2 productions in the 5 months of AOM-treated *Brg1*^*IEC*-*AKO*^ mice (Fig. 3b). Together, these results highlight the notion that the chronic inflammation occurring in the *Brg1*^*IEC*-*AKO*^ mice promotes epithelial dysplasia.

**Fig. 3:**
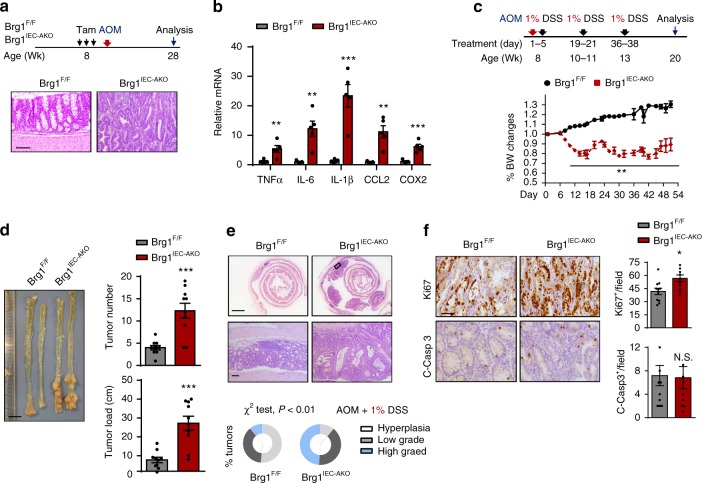
*Brg1* loss promotes the inflammation-associated CRC. **a** Scheme of AOM alone treatment protocol. Representative images of H&E-stained colonic sections from *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice at 7 months of age (*n* = 10 per genotype). **b** RT-qPCR analysis of the relative mRNA levels of the indicated genes in whole colonic homogenates from 7-month-old mice (*n* = 5 per genotype). **c** *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice were injected with AOM on day 0 (2 months of age) and treated with 1% DSS during three 4-day cycles as indicated. Body weight changes are recorded as indicated (*n* = 10 per genotype). **d** Twelve weeks after the AOM injection, the mice were sacrificed to examine the tumor burden (*n* = 10 per genotype). **e** Representative images of colons and the overall grading of the tumors in each genotype (*χ*^2^ test) are shown (*n* = 10 per genotype). **f** Representative images of Ki67 and cleaved caspase-3 staining in the tumors from 20-week-old AOM/1% DSS-treated *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ are shown (*n* = 4 per genotype). The data represent the mean ± S.E.M., and statistical significance was determined by a two-tailed Student’s *t*-test unless otherwise indicated. *p < 0.05, **p < 0.01, and ***p < 0.01. Scale bars: 100 μm (**a**), 50 μm (bottom **e**, **f**), 1 cm (**d**, upper **e**). *N.S.*, not significant

To substantiate this observation, we next induced CRC by injecting AOM, followed by three cycles of 1% DSS treatments. The changes in body weight were recorded throughout the duration of the DSS treatment, and the tumor burden was determined after 12 weeks of AOM treatment. As shown in Fig. 3c, the *Brg1*-deficient mice suffered from chronic inflammation and lost significantly more body weight than the *Brg1*^*F/F*^ mice. Due to 1% DSS treatment, 4 out of 10 *Brg1*^*F/F*^ mice did not develop any polyp, however, all *Brg1*-deficient mice at the same condition exhibited 100% penetrance of tumor development. Compared with the *Brg1*^*F/F*^ mice, the polypoid lesions developed in *Brg1*^*IEC*-*AKO*^ mice showed a threefold increase in the number, which were on average fourfold larger in size (Fig. 3d). Histological analysis revealed that the lesions developed in *Brg1*^*F/F*^ mice were mainly graded as hyperplasia or low-grade dysplasia. Nevertheless, around 50% of polyps in *Brg1*-deficient colons were classified as high-grade dysplasia (Fig. 3e). Then, we analyzed cell proliferation and apoptosis in these tumors. Proliferation determined by Ki67^+^ cells, was slightly increased in the tumors in the *Brg1*^*IEC*-*AKO*^ mice, whereas apoptotic cells (cleaved caspase-3 positive) did not differ significantly from those in the control mice (Fig. 3f). Thus, adult *Brg1* ablation is strongly detrimental to the development and progression of inflammation-associated CRC, which is different from a previously reported Wnt-activated murine small intestinal model^34^.

### BRG1 overexpression protects mice from colitis and CRC

Next we aimed to determine whether the elevated BRG1 expression could intimately protect the mice from colitis. Thus, we generated conditional BRG1-overexpressing mice (*R26*^*BRG1/*+^), which harbor a mini gene consisting of a CAGGS (a hybrid chicken β-actin and cytomegalovirus) promoter, a loxP-STOP-loxP (LSL) cassette and flag-tagged BRG1 cDNA knocked in the Rosa26 Locus (Fig. 4a). As characterized by immunohistochemistry and western blotting analyses, a three- to fourfold increase of BRG1 expression in IECs was achieved by the *Villin*^*Cre/*+^-dependent recombination (*Villin*^*Cre/*+^*; Rosa26*^*Brg1/*+^, hereafter referred as *Brg1*^*IEC*-*OE/*+^; Fig. 4b). During the 6-month follow-up, the *Brg1*^*IEC*-*OE/*+^ mice did not exhibit detectable abnormalities. In the intestines, the stem/progenitor cells and terminally differentiated cells (goblet cells, enteroendocrine cells and Paneth cells) displayed similar abundances between the *R26*^*Brg1/*+^ (control) and *Brg1*^*IEC*-*OE/*+^ mice (Supplementary Fig. 3a, b).

**Fig. 4:**
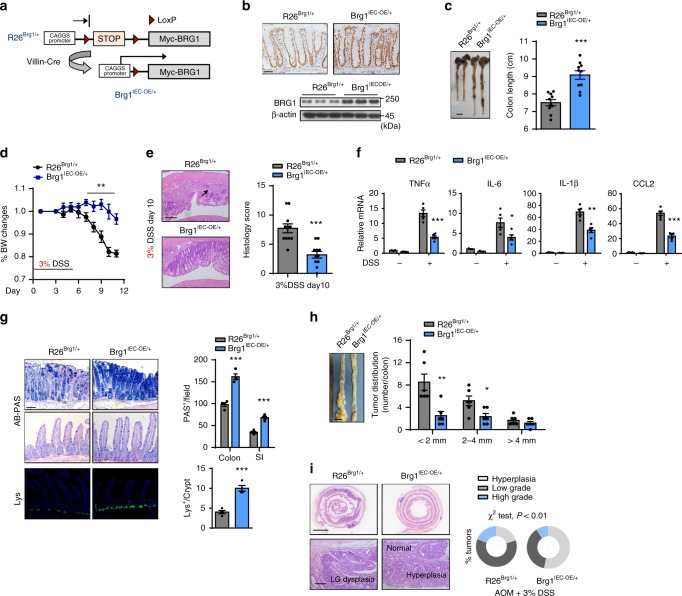
BRG1 overexpression in IECs protects the mice from colitis and tumorigenesis. **a** Scheme of *R26*^*Brg1*/+^ mice and conditional overexpression of BRG1 in IECs (*Brg1*^*IEC*-*OE*/+^) mice. **b** Immunohistochemistry and western blotting analysis of BRG1 expression in colonic tissues of *R26*^*Brg*1/+^ and *Brg1*^*IEC*-*OE*/+^ mice. **c**, **d** DSS was administered for 5 days, and the colon lengths (**c**) and body weights (**d**) are recorded (*n* = 10 per genotype). **e** Representative H&E-stained middle-distal colon sections and histology score (right) from *R26*^*Brg*1/+^ and *Brg1*^*IEC*-*OE*/+^ mice treated with 3% DSS (*n* = 10 per genotype). The arrow indicates immune cell infiltration. **f** RT-qPCR analysis of the relative mRNA levels of the indicated genes in whole colonic homogenates from untreated or DSS-treated mice (day 5, *n* = 4 per genotype). **g** Alcian blue-Periodic acid Schiff (AB-PAS; goblet cells) staining and lysozyme (Lys; Paneth cells) staining of the intestines derived from 3% DSS-treated mice and quantitation results are shown in the right (*n* = 5). The 2-month-old mice were treated with AOM, followed by three cycles of 3% DSS treatment. **h** Macroscopic images of the mice after 3 months of AOM treatment, and the numbers the tumors based on the sizes are quantified in the right panel (*n* = 10 per genotype). **i** Representative images of H&E-stained colon sections as indicated; the percent grading of tumors is shown in the right (*n* = 10, *χ*^2^ test). The data represent the mean ± S.E.M., and statistical significance was determined by a two-tailed Student’s *t*-test unless otherwise indicated. *p < 0.05, **p < 0.01, and ***p < 0.01. Scale bars: 50 μm (**b**, **g**), 200 μm (**e**, bottom **i**), 1 cm (**c**, **h**, upper **i**)

To induce acute inflammation, we challenged the mice with 3% DSS. Based on the weight loss, colon length and rectal bleeding, the *Brg1*^*IEC*-*OE/+*^ mice were more resistant to DSS-induced colitis as compared with *R26*^*Brg1/*+^ mice (Fig. 4c, d). As expected, histological analyses verified that there were fewer areas of ulceration and decreased lymphocyte infiltration in the BRG1-overexpressing colons (Fig. 4e). Similarly, the induction of proinflammatory cytokines and chemokines was markedly reduced in the 3% DSS-treated *Brg1*^*IEC*-*OE/*+^ mice relative to that in *R26*^*Brg1/*+^ mice (Fig. 4f). The weak inflammatory response occurring in the *Brg1*^*IEC*-*OE/*+^ mice was also associated with the increased numbers of goblet cells (colon and small intestine) and Paneth cells (small intestine) (Fig. 4g, Supplementary Fig. 3c). Importantly, we found that BRG1 overexpression rendered the mice to become more resistant to AOM/DSS-induced CRC. The pathological quantification verified that the number and size of tumors were markedly reduced in BRG1-overexpressing colons (Fig. 4h). Notably, following 3% DSS treatment, around 30% polypoid lesions developed in *R26*^*Brg1/*+^ mice were characterized as high-grade dysplasia. In sharp contrast, *Brg1* overexpression largely curtailed the tumor development to hyperplasia and low-grade dysplasia (Fig. 4i). Together, these results establish that BRG1 overexpression protects the mice from DSS-induced epithelial damage and subsequent tumorigenesis.

### BRG1 mediates ROS homeostasis to modulate barrier integrity

Considering that intestinal barrier dysfunctions frequently contribute to gut inflammation^7,8,40^, we investigated whether *Brg1* loss compromised the barrier integrity by examining the distribution or expression of tight junction protein 1 (ZO-1), Claudin-1, and E-cadherin before the onset of the severe colitis (3-month-old mice examined). We assessed the distribution of the tight junction protein 1 (ZO-1) in *Brg1*^*F/F*^ and *Brg1*^*IEC*-*AKO*^ mice as a marker of tight junction structure. In contrast to the control specimens, the *Brg1*-deficient colons exhibited partially disrupted or discontinuous ZO-1 staining (Fig. 5a), indicating that an intact and functional mucosal barrier was compromised in *Brg1*^*IEC*-*AKO*^ mice. In addition, expressions of other junction proteins, such as Claudin-1, E-cadherin, α-tubulins, and F-actin were also reduced in *Brg1*^*IEC*-*AKO*^ mice (Fig. 5a, Supplementary Fig. 4a). These findings suggested that *Brg1* ablation resulted in colonic leakage, as evidenced by the enhanced fluorescence in the serum of 3-month-old *Brg1*^*IEC*-*AKO*^ mice fed with FITC-labeled dextran (4000 MW) (Fig. 5b). Thus, *Brg1* silencing in adult colons leads to barrier disruption and colonic leakage.

**Fig. 5:**
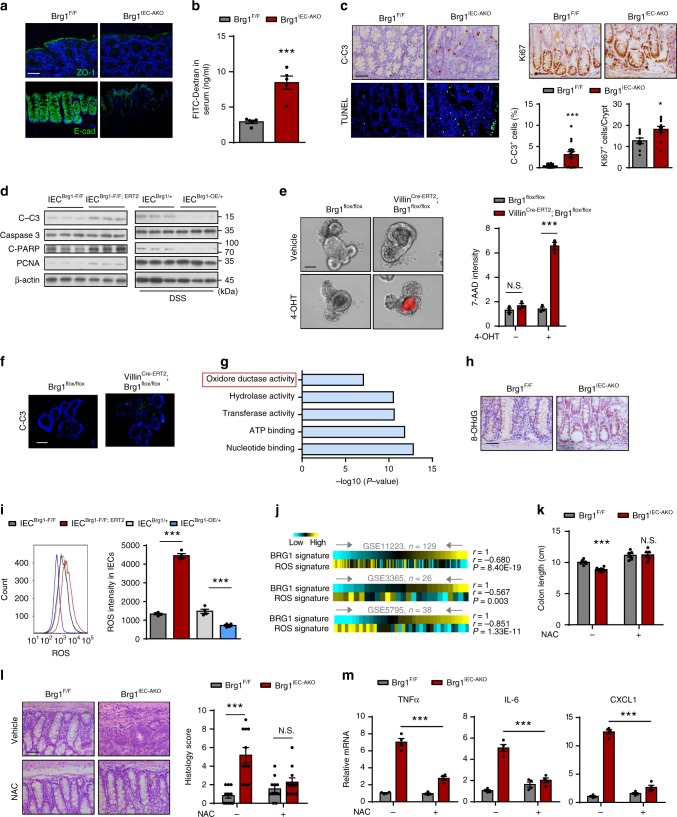
BRG1 mediates ROS reaction to control cell apoptosis and colon inflammation. **a**–**c** Samples are all derived from 12-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice (1 month after the tamoxifen injection). **a** Representative ZO-1 and E-cadherin staining in colon sections as indicated. **b** Colonic permeability was measured by the concentration of FITC-dextran in the blood serum (*n* = 5 per genotype). **c** TUNEL, cleaved caspase-3 and Ki67 staining as indicated (*n* = 4). **d** IECs are isolated from *Brg1*^*flox*/*flox*^ and *Villin*^*Cre*-*ERT2*^; *Brg1*^*flox*/*flox*^ or 5-day DSS-treated *R26*^*Brg1*/+^ and *Brg1*^*IEC*-*OE*/+^ mice, and *Brg1* deletion is achieved by 4-OHT treatment in cells. The corresponding are named as *IEC*^*Brg1*-*F*/*F*^, *IEC*^*Brg1F*/*F*-*CreERT2*^ or *IEC*^*Brg1*/+^, *IEC*^*Brg1*-*OE*/+^. **e** Organoids derived from the *Brg1*^*flox*/*flox*^ and *Villin*^*Cre*-*ERT2*^; *Brg1*^*flox*/*flox*^ mice. After 5 days of culturing, the organoids were treated with or without 4-OHT, and 7-AAD-stained organoids (red) were imaged after 48 h (left). Quantitation of the fluorescence density per organoid (right). **f** C-Casp3 staining of the organoid sections as indicated. **g** Go term analysis of gene expression changes in the IECs from 7-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice (1 week after the tamoxifen injection). **h** 8-OHdG staining from 7-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice. **i** Histograms and MFI quantification of ROS in IECs isolated from the mice as indicated, and *Brg1* deletion is achieved by 4-OHT treatment (*n* = 4 per genotype). **j** Correlation (by Pearson’s) between BRG1 signaling and ROS signature in the IBD specimens. **k**–**m** The 12-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice were treated with NAC after 1 month of *Brg1* deletion, and analyzed 1 month later. Colon length (**k**), H&E (**l**), and RT-qPCR analysis (**m**) as indicated (*n* = 5 per genotype). The data represent the mean ± S.E.M., and statistical significance was determined by a two-tailed Student’s *t*-test unless otherwise indicated. *p < 0.05; ***p < 0.001. Scale bars: 50 μm (**a**, **c**, **h**, **l**). 20 μm (**f**). *N.S.*, not significant

Because epithelial cell death is among the major factors contributing to barrier integrity^4,7,40,41^, we therefore assessed the possible defects of cell survival in the *Brg1*^*IEC*-*AKO*^ mice. Two weeks after tamoxifen treatment, *Brg1* ablation (10-week-old mice) did not lead to appreciable changes in terms of cell death and proliferation (Supplementary Fig. 4b). However, as compared with the *Brg1*^*F/F*^ mice, the numbers of TUNEL- and cleaved caspase-3-positive cells were significantly higher in the colonic sections of the 3-month-old *Brg1*^*IEC*-*AKO*^ mice (Fig. 5c). Meanwhile, the number of Ki67-positive cells was slightly increased in the 3-month-old *Brg1*^*IEC*-*AKO*^ mice, presumably due to ongoing regeneration compensated by epithelial proliferation (Fig. 5c). To prove that BRG1 directly influenced the cell survival, we isolated the IECs from the colons of *Brg1*^*flox/flox*^ and *Villin*^*Cre*-*ERT2*^*; Brg1*^*flox/flox*^ mice, followed by 4-Hydroxytamoxifen (4-OHT) treatment to delete *Brg1*. The cells were referred as *IEC*^*Brg1*-*F/F*^ and *IEC*^*Brg1*-*F/F; CreERT2*^, respectively. After 4 days of *Brg1* deletion, we observed that *Brg1* loss led to a profound increase at the expression levels of cleaved caspase-3 (C-C3) and cleaved PARP (Fig. 5d). Conversely, the apoptotic signal in the IECs isolated from the 5 days of DSS-treated *Brg1*^*IEC*-*OE/*+^ mice (*IEC*^*Brg1*-*OE/*+^) was significantly lower relative to that in the control cells (*IEC*^*Brg1/*+^) (Fig. 5d). We also established intestinal organoid cultures to further validate these results. As revealed by the 7-aminoactinomycin D (7-AAD) staining and cleaved caspase-3 immunostaining, the organoids lacking BRG1 displayed a substantial increase in apoptosis relative to the controls (Fig. 5e, f). Besides, the number of Ki67-positive cells was increased in organoids lacking BRG1 (Supplementary Fig. 4c). These results indicate that BRG1 is intrinsically required for the survival of IECs, whose defects might cause the barrier disruption and the subsequent inflammation.

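The expression profile was analysed from 2 RNA-Seq libraries, 1 of *Brg1* IEC*-*AKO IECs and 1 of *Brg1* F/F IECs. IECs are intestinal epithelial cells, here released from the colon with EDTA. In *Brg1* IEC*-*AKO mice, tamoxifen activates a Cre recombinase under the *Villin* promoter, which deletes *Brg1* in the intestinal epithelium. According to the paper the mice were 7 weeks old and the cells were isolated 1 week after tamoxifen, whereas the sample labels give 2 weeks. The methods state that each sample contained several animals, so the spread between animals is not visible in the values. With 1 library per genotype, the differences have no replicate check, and no p-value was computed across genes. The methods name alignment to the mouse genome mm10 with HISAT2, counting with HTSeq and expression as RPKM. The deposited tables give, for each Entrez gene with reads, a transcript length, an estimated number of fragments and FPKM, the number of fragments scaled to the transcript length and to the library total. In total 8655414 fragments were assigned to 15098 genes in the *Brg1* IEC*-*AKO library, and 7983922 fragments to 15116 genes in the *Brg1* F/F library. The 10 most abundant genes took 5.8% of the fragments in the *Brg1* IEC*-*AKO library and 8.6% in the *Brg1* F/F library. From the FPKM values, the ratio of *Brg1* IEC*-*AKO to *Brg1* F/F was taken on the log2 scale after adding 0.1 to each value, for the 11973 genes with FPKM of at least 1 in either library. A gene listed in only 1 table was given 0 in the other. The added value understates the change of genes with low FPKM. The 95% intervals given with the ratios are exact Clopper-Pearson intervals of the fragment counts, rounded to whole numbers, and cover counting error only, not the variation between animals. *Smarca4*, the gene that encodes BRG1, lies on chromosome 9 from 21616106 to 21704230 of mm10. Its FPKM was 7.69 in the *Brg1* IEC*-*AKO library, from 429 fragments, and 27.1 in the *Brg1* F/F library, from 1394 fragments. The log2 ratio was -1.80 (95% counting interval -1.98 to -1.66), so that 28.4% of the control level remained. Among the alternatives to these settings, a pseudocount of 1 and centring the ratios on the well expressed genes moved this value most, to -1.69 and -1.91.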

To understand the mechanistic role of BRG1 in colonic homeostasis, we conducted an expression profile analysis using the IECs isolated from 7-week-old *Brg1*^*F/F*^ and *Brg1*^*IEC*-*AKO*^ mice, a time point at which *Brg1* deletion did not led to colitis yet. Thus, expression alterations might reflect the primary effects of *Brg1* loss in colons. 

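Of the 11973 genes with FPKM of at least 1 in either library, 1828 were at least 1.5-fold lower and 1832 at least 1.5-fold higher in the *Brg1* IEC*-*AKO library than in the *Brg1* F/F library, together 30.6% of the genes. The 1.5-fold limit is the one in the methods. The p-value limit that the methods add to it was not applied, since 1 library per genotype gives no measure of the spread between samples. The Spearman correlation of FPKM between the libraries was 0.93 across these genes, which are not independent replicates. When the genes were divided by mean FPKM into 4 groups of equal size, the share of changed genes was 54.6% in the group with the lowest values and 27.5%, 19.8% and 20.3% in the groups above it. The filter, which needs FPKM of at least 1 in only 1 library, favours unequal values among genes with a low mean and raises the first share. In a simulated pair of libraries of the same depths without any change, 257 genes passed 1.5-fold by counting error, 25 of them with FPKM of at least 5. Of the changed genes, 1720 decreased and 1732 increased genes had a 95% counting interval that excluded no change, a criterion chosen after seeing that the tables held fragment counts. Among the alternatives, leaving out the filter on low values raised the counts most, to 3092 decreased and 2792 increased genes. The paper reasons that, because colitis had not yet developed at this time point, such alterations might be primary effects of *Brg1* loss. In the *Brg1* IEC*-*AKO library, however, *Tnf*, from 88 and 9 fragments, and *Nos2*, with FPKM of 33.0 and 1.17, were already higher. Of 16 T cell genes 14, and of 10 goblet cell markers 8, were at least 1.5-fold lower. Secondary effects and a different mix of cells are therefore not excluded.

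**Figure D1:**
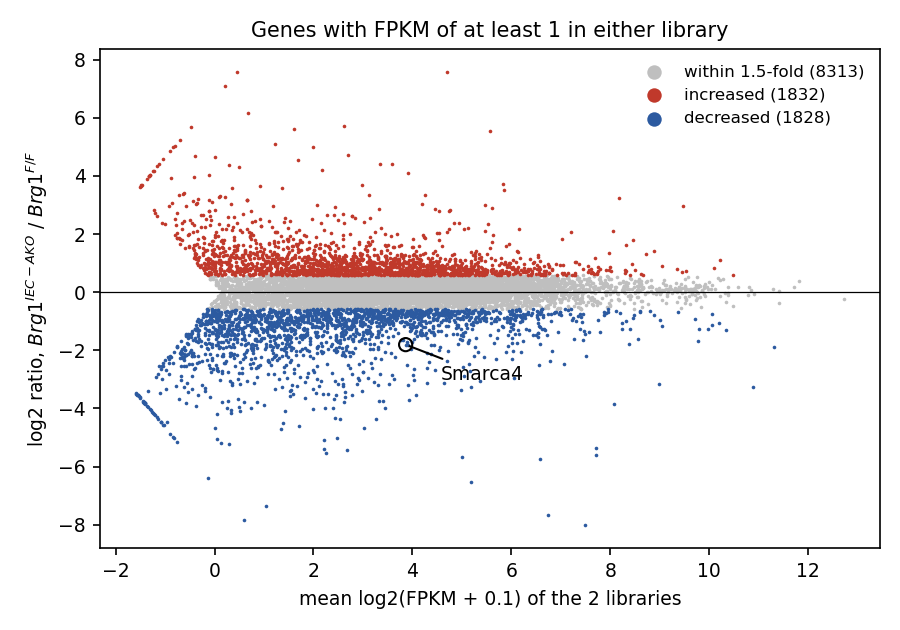
Each point is a gene with FPKM of at least 1 in either library, and the axes give the mean log2(FPKM + 0.1) of the 2 libraries and the log2 ratio of *Brg1* IEC*-*AKO to *Brg1* F/F, with 1832 genes increased at least 1.5-fold in red, 1828 decreased in blue and the others in grey. *Smarca4* is circled at -1.80, and the points spread most at low expression.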

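The text does not list the genes behind this result, so apoptosis was examined with a list of BCL2 family members, caspases, inhibitor of apoptosis proteins, death receptors and their adaptors. Of the list, 70 genes had FPKM of at least 1 in either library. At least 1.5-fold changes between the *Brg1* IEC*-*AKO and *Brg1* F/F libraries were found for 19 of them, 9 lower and 10 higher. In 10000 random lists of the same size, matched on mean expression, 18.67 genes changed on average, and the central 95% ranged from 12 to 26. The number of changed apoptosis genes was thus at the 54.53 percentile of the random lists. The percentile describes these 2 libraries and is not a test between the genotypes. In the Reactome set for apoptosis, of which 133 genes passed the filter, 35 genes changed, at the 60.70 percentile. By direction, 25 genes of this set were higher, at the 97.86 percentile, and 10 lower, at the 3.24 percentile. The median log2 ratio was 0.07 for the written list, at the 28.90 percentile, and 0.26 for the Reactome set, at the 99.98 percentile. The largest changes in the written list were in *Bcl2l15*, with FPKM of 5.49 in the *Brg1* IEC*-*AKO library and 0.17 in the *Brg1* F/F library, *Bcl2a1d*, with 0 and 1.30, *Fasl*, with 0.18 and 1.06, *Pmaip1*, with 20.1 and 6.40, and *Naip5*, with 14.9 and 37.9. *Bcl2l15*, *Bcl2a1d* and *Fasl* rest on 2, 0 and 3 fragments in the lower library, and *Bcl2a1d* and *Naip5* have close paralogs that share reads, so these ratios are uncertain. The paralog *Naip6* was also lower, with a log2 ratio of -1.18 (95% counting interval -1.29 to -1.07). This argues against a shift of reads from *Naip5* to *Naip6* as the cause of the lower *Naip5*.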

Gene Ontology (GO) term analysis of the expression profile indicated no prominent changes of the genes related to apoptotic regulation. However, there was a significant enrichment of genes linked to oxidoreductase activity (Fig. 5g). 

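Oxidoreductases were taken as the protein-coding genes of enzyme families with this activity, such as cytochromes P450, aldehyde and alcohol dehydrogenases, peroxiredoxins and subunits of respiratory complex I. Of these genes 261 had FPKM of at least 1 in either library. In the *Brg1* IEC*-*AKO library 70 of them were at least 1.5-fold lower and 48 at least 1.5-fold higher than in the *Brg1* F/F library, 118 changed genes in all. Random lists of the same size, matched on mean expression, held 77.78 changed genes on average, and 0 of 10000 held as many. By direction, the decreased genes exceeded the central 95% of the random lists, which ranged from 29 to 51, whereas the increased genes lay inside it, between 28 and 49. Of 33 cytochrome P450 genes, 23 decreased and 2 increased, and their median log2 ratio was -0.87. Without the cytochrome P450 genes, 93 of 228 oxidoreductase genes changed, 47 lower and 46 higher, and again 0 of 10000 random lists held as many changed genes. In this reduced list both directions exceeded the central 95%, which ranged from 24 to 43 for decreased and from 23 to 42 for increased genes. By contrast, 0 of 36 genes for complex I subunits changed at least 1.5-fold, against 7.75 on average in the random lists. Among the largest changes, *Cyp4b1* had FPKM of 0.06 in the *Brg1* IEC*-*AKO library and 26.1 in the *Brg1* F/F library, *Hsd17b13* 0.40 and 12.8, and *Akr1b7* 0 and 2.81, while *Nos2* had 33.0 and 1.17 and *Akr1c21* 1.92 and 0. In the Reactome set for biological oxidations, 48 of 100 genes changed, 40 of them lower, and 0 of 10000 random lists held as many changed genes. These comparisons describe 2 libraries, and matching on expression does not account for a different mix of cells. Goblet cell and colonocyte markers had median log2 ratios of -1.20 and -0.89, and enteroendocrine markers -0.12. Such a difference in cells may contribute to the excess. After finding this activity enriched in its own gene ontology analysis, the paper went on to measure oxidative stress in colons and organoids.

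**Figure D2:**
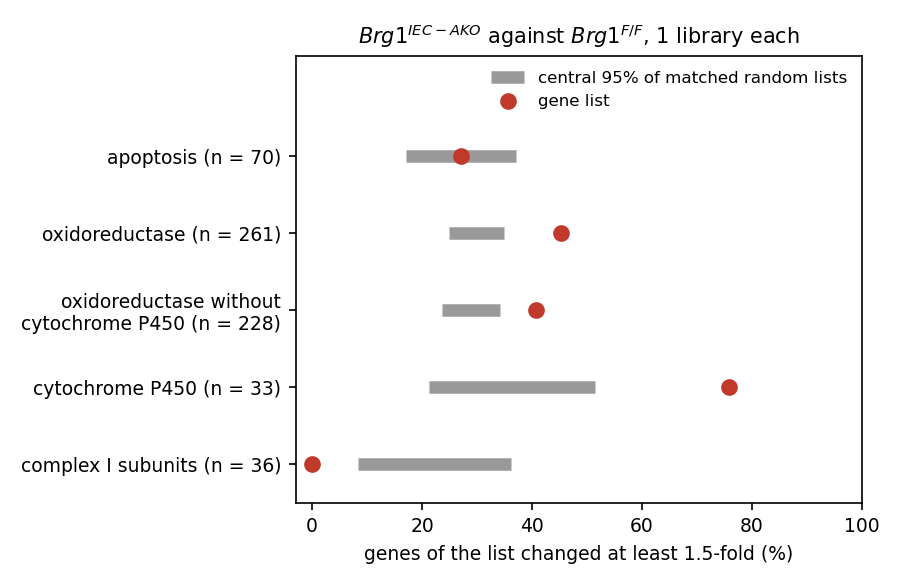
Red points give the percentage of each gene list that changed at least 1.5-fold between the *Brg1* IEC*-*AKO and *Brg1* F/F libraries, 1 library each, and grey bars the central 95% of 10000 random lists matched on mean expression. The apoptosis list, with 19 of 70 genes, lies inside its bar, the oxidoreductase list, with 118 of 261, above it, and the complex I subunits, with 0 of 36, below it.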

To validate this finding, we stained 8-oxo-2′-deoxyguanosine (8-OHdG) to examine oxidative stress in colonic tissue and organoids, and detected that 8-OHdG level was indeed increased in the colons/organoids of 7-week-old *Brg1*^*IEC*-*AKO*^ mice (Fig. 5h, Supplementary Fig. 4c). Oxidative stress is associated with CRC pathogenesis, and ROS plays an important role in apoptosis induction under both physiologic and pathologic conditions^6,42^. Therefore, we studied the role of ROS in BRG1-mediated inflammation by staining using 2′,7′-dichlorodihydrofluorescein diacetate (H2DCFDA), which is a fluorescent probe that reacts with ROS. To demonstrate a cell autonomous role of *Brg1* in the ROS homeostasis, the IECs were isolated from *Brg1*^*flox/flox*^, *Villin*^*Cre*-*ERT2*^*; Brg1*^*flox/flox*^ or *R26*^*Brg/*+^, *Brg1*^*IEC*-*OE/*+^ mice, and *Brg1* was similarly deleted by 4-OHT treatment. Flow cytometry analysis indicated that *Brg1*-deleted IECs (*IEC*^*Brg1*-*F/F; CreERT2*^) produced significantly more amount of ROS relative to that in the *IEC*^*Brg1*-*F/F*^ cells, whereas the BRG1-overexpressing IECs (*IEC*^*Brg1*-*OE/*+^) exhibited restrained ROS production (Fig. 5i). Similar to what we observed in the mice, the negative associations between BRG1 and the ROS signature were identified in the IBD clinical specimens (using datasets GSE11223, GSE3365, and GSE5795; Fig. 5j). Next, to clarify whether ROS elevation indeed led to apoptosis of *Brg1*-deficient IECs, we performed rescue assays by treatment of the *Brg1*-deficient IECs with an antioxidant, N-acetyl-l-cysteine (NAC). We found that NAC treatment reversed the cleaved caspase-3 signal to the levels similar to the control cells (Supplementary Fig. 4d), arguing that excess ROS indeed contributes to the survival defects of *Brg1*-deficient IECs.

To provide additional evidence that ROS is a necessary player in BRG1-mediated colitis, we conducted experiments to determine whether blocking ROS could reverse the inflammatory phenotype elicited by the *Brg1* loss. To this end, 3-month-old *Brg1*^*F/F*^ and *Brg1*^*IEC*-*AKO*^ mice were treated with NAC for 1 month after the *Brg1* was deleted at 2 months of age. As judged by colon length and H&E staining (Fig. 5k, l), the blockade of ROS via the administration of NAC in the *Brg1*^*IEC*-*AKO*^ mice completely eased the severity of colitis, and the colonic histology was restored to the normal. Based on the expression levels of proinflammatory cytokines and chemokines, we found that the excess inflammatory response occurring in the *Brg1*^*IEC*-*AKO*^ mice was largely alleviated by the ROS inhibition (Fig. 5m). In addition, the NAC treatment replenished the number of goblet and Paneth cells and relieved epithelial apoptosis to levels similar to those in the control mice (Supplementary Fig. 4e–g). Collectively, these data indicate that ROS plays a key role in BRG1-mediated colitis.

### BRG1 serves as an autophagy checkpoint in IECs

To elucidate the molecular basis by which BRG1 modulated ROS, BRG1-bound chromatin from 2-month-old wild-type IECs was immunoprecipitated and analyzed by performing deep sequencing. The ChIP-seq analysis revealed that 12119 genes (26349 peaks) possessed BRG1 occupancies within 6 kb of annotated genes. The BRG1 binding intervals were located within the core transcribed portion of genes close to the transcription start site (TSS) (Supplementary Fig. 5a, b). To correlate the chromatin binding with the transcriptional regulation, the ChIP-seq data were aligned with the expression profile. The Venn diagrams indicated that 746 genes showed direct BRG1 occupancies and an expression downregulation upon *Brg1* ablation (Fig. 6a). 

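For the expression side of this comparison, 1 *Brg1* IEC*-*AKO and 1 *Brg1* F/F RNA-Seq library were analysed, and the BRG1 peaks were not analysed here. In the *Brg1* IEC*-*AKO library 1828 of 11973 genes were at least 1.5-fold lower than in the *Brg1* F/F library, without a replicate check. At 2-fold, 1059 genes were lower and 712 higher. The 5 largest decreases among genes with FPKM of at least 5 in the higher library were in *Mptx1*, with FPKM of 11.1 in the *Brg1* IEC*-*AKO library and 2896 in the *Brg1* F/F library, *Tmem254b*, with 0 and 22.6, *Mptx2*, with 7.44 and 1528, *Cyp4b1*, with 0.06 and 26.1, and the Entrez gene 493583, which was not paired with a symbol, with 3.69 and 349. *Tmem254b* shares reads with near-identical copies. The fragments of *Tmem254a*, *Tmem254b* and *Tmem254c* summed to 655 in the *Brg1* IEC*-*AKO library and 331 in the *Brg1* F/F library, a log2 ratio of 0.87 after scaling to the library totals, so the loss of *Tmem254b* is uncertain. The fragments of *Mptx1* and *Mptx2* summed to 118 and 26199, a log2 ratio of -7.91. The 5 largest increases were in *Clca4b*, with FPKM of 361 in the *Brg1* IEC*-*AKO library and 1.79 in the *Brg1* F/F library, *Gm10639*, with 18.8 and 0, *Ly6d*, with 13.5 and 0, *Prss22*, with 13.4 and 0.09, and *Lrg1*, with 44.2 and 0.74. *Clca4b* and *Gm10639* also have close paralogs. Which genes rank highest depended on the pseudocount and on rescaling to TPM. With a pseudocount of 1, *Itln1*, at -5.63, and *Ang4*, at -5.55, took the places of *Tmem254b* and *Cyp4b1*, and *Slpi*, at 5.36, and *Sprr2h*, at 4.05, those of *Ly6d* and *Prss22*. As TPM, *H3c14*, at -7.47, took the place of the Entrez gene 493583, and *Krtap13*, at 6.79, that of *Lrg1*. The same genes were exchanged with a pseudocount of 0.01.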

Among these genes, we noticed that the process of Autophagic vacuole fusion, Autophagic vacuole assembly and Autophagy was significantly enriched. 

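For the expression side of this enrichment, a list of core autophagy genes was used that covered the ULK and class III phosphatidylinositol 3-kinase complexes, the ATG conjugation machinery, the ATG8 family, cargo receptors and fusion factors. Of the list, 51 genes had FPKM of at least 1 in either library. In the *Brg1* IEC*-*AKO library 33 of these were lower and 18 higher than in the *Brg1* F/F library, and the 95% counting interval excluded no change for 14 lower and 5 higher genes. The median log2 ratio was -0.07, at the 0.58 percentile of 10000 random lists matched on mean expression, whose central 95% ranged from -0.03 to 0.25 around a mean of 0.11. Without the genes of Fig. 6b the median of the other 38 genes was -0.07, at the 1.24 percentile. The number of genes lower by at least 1.5-fold did not stand apart. The list held 5 such genes, against 5.48 on average in the random lists. It held 0 genes higher by at least 1.5-fold, against 6.54. The 5 decreased genes were *Atg16l2*, *Optn*, *Atg4d*, *Atg14* and *Wipi2*. *Optn*, an autophagy receptor, had FPKM of 7.89 in the *Brg1* IEC*-*AKO library and 21.1 in the *Brg1* F/F library, a log2 ratio of -1.41 (95% counting interval -1.69 to -1.15). *Atg4d*, a protease that acts on the ATG8 family, had 26.7 and 44.6, a log2 ratio of -0.74 (-0.88 to -0.61). These percentiles describe 2 libraries, and BRG1 occupancy was not part of the list.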

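*Wipi2*, which binds phosphatidylinositol 3-phosphate on forming autophagosomes and lies on chromosome 5 from 142629533 to 142669672 of mm10, had FPKM of 14.0 in the *Brg1* IEC*-*AKO library and 21.3 in the *Brg1* F/F library, from 478 and 670 fragments. The log2 ratio of *Wipi2* was -0.60 (95% counting interval -0.78 to -0.43), close to the 1.5-fold limit at -0.58, and with a pseudocount of 1 it was -0.57. *Atg7*, an E1-like enzyme on chromosome 6 from 114643127 to 114860604, had 9.63 and 11.1, from 317 and 337 fragments, a log2 ratio of -0.20 (-0.43 to 0.02). *Atg16l1*, a part of the LC3 conjugation complex on chromosome 1 from 87756007 to 87792428, had 12.2 and 13.8, from 325 and 342 fragments, a log2 ratio of -0.18 (-0.41 to 0.04). *Ambra1*, a regulator of the Beclin 1 complex on chromosome 2 from 91730138 to 91918849, had 13.1 and 12.8, from 595 and 527 fragments, a log2 ratio of 0.04 (-0.13 to 0.21). The difference in *Wipi2* was larger than the counting error, whereas the intervals of *Atg7*, *Atg16l1* and *Ambra1* included no change. For *Atg7* and *Atg16l1* this depended on the scaling. When the ratios were centred on the well expressed genes, *Atg7* was at -0.31 (-0.54 to -0.09) and *Atg16l1* at -0.30 (-0.52 to -0.07), and both intervals excluded no change. The ratio of *Ambra1* changed sign to -0.07 (-0.24 to 0.10) with centring and to -0.03 after quantile normalization. The spread between animals is not known, because each genotype has 1 library. From the heatmap in Fig. 6b, the paper proposes that autophagy may be defective in the absence of *Brg1*.

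**Figure D3:**
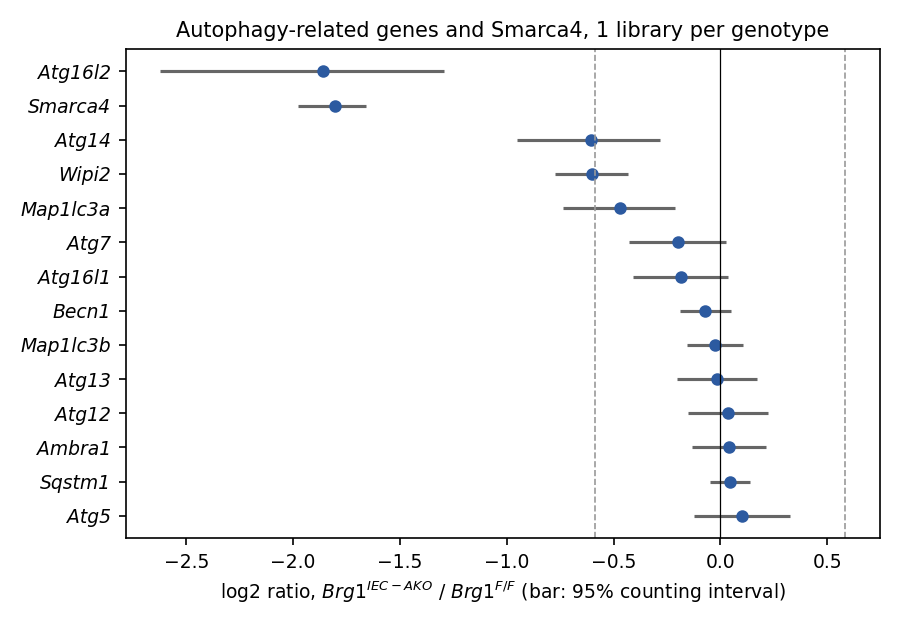
Points give the log2 ratio of *Brg1* IEC*-*AKO to *Brg1* F/F FPKM for *Smarca4* and the autophagy-related genes of Fig. 6b, 1 library per genotype, with bars for the 95% counting interval and dashed lines at 1.5-fold. *Atg16l2* at -1.86, *Smarca4* at -1.80, *Atg14* at -0.61 and *Wipi2* at -0.60 lie past the dashed line, and the bars of *Atg7*, *Atg16l1* and *Ambra1* cross 0.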

As summarized by the heatmap, expression levels of central autophagy-regulatory genes, including *Atg16l1*, *Atg7*, *Ambra1*, *Wipi2*, were significant reduced in *Brg1*-deleted IECs (Fig. 6b), suggesting a possible defect of autophagy in the absence of *Brg1*.

**Fig. 6:**
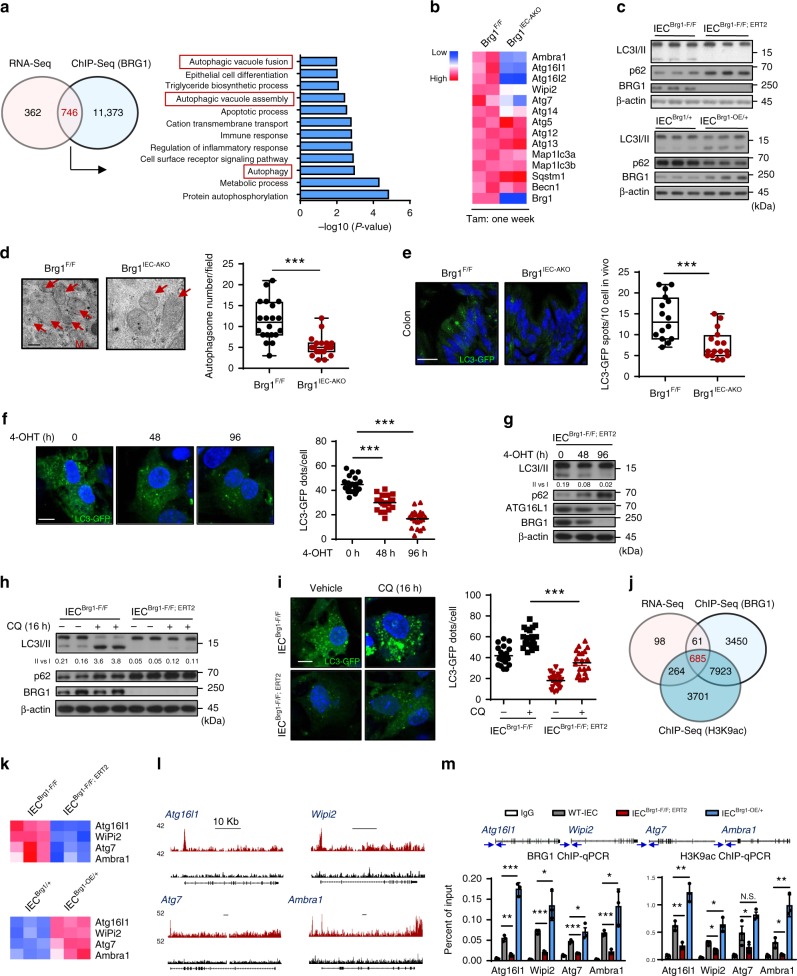
BRG1 regulates autophagy in IECs to control ROS and colonic inflammation. IECs were isolated from *Brg1*^*flox*/*flox*^, *Villin*^*Cre*-*ERT2*^*; Brg1*^*flox*/*flox*^ or *R26*^*Brg1*/+^ and *Brg1*^*IEC*-*OE*/+^ mice, and *Brg1* deletion is achieved by 4-OHT treatment in cells (hereafter named as *IEC*^*Brg1*-*F*/*F*^, *IEC*^*Brg1*-*F*/*F*-*CreERT2*^ or *IEC*^*Brg1*/+^, *IEC*^*Brg1*-*OE*/+^). **a** Venn diagram showing the number of genes harboring BRG1 binding and displaying expression changes in *Brg1*-KO IECs (1 week of *Brg1* ablation). Right panel shows the Go term analysis of the overlapping genes. **b** Heatmap summarizes the RNA-seq results of gene expression related to autophagy regulation. **c** Immunoblotting of LC3 conversion, p62 levels as indicated. **d** Autophagosome detection by transmission electron microscopy and the quantification in the colons from 7-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice (1 week of *Brg1* deletion; *n* = 5 per genotype). Arrow indicates the Autophagosome, M: Mitochondrion. **e** LC3-GFP staining in the colons from 7-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice. **f**, **g** LC3-GFP staining (**f**) and IB analysis of the indicated protein in *IEC*^*Brg1F*/*F*-*CreERT2*^ treated with 4-OHT treatment as indicated (**g**). **h**, **i** IB analysis (**h**) and LC3-GFP staining (**i**) in *IEC*^*Brg1*-*F*/*F*^ and *IEC*^*Brg1F*/*F*-*CreERT2*^ with or without chloroquine (CQ 10 μM) treatment. **j** Venn diagram indicating overlapping genes with BRG1, H3K9ac binding and displaying expression changes in *Brg1*-KO IECs. **k** RT-qPCR analysis of the indicated genes in the IECs (*Brg1* KO or overexpression) as indicated, and the results are summarized by heatmap (*n* = 3). **l** Snapshot of BRG1 ChIP-Seq signals at the *Atg16l1*, *Wipi2*, *Atg7*, and *Ambra1* gene loci in IECs isolated from wild-type mice. **m** ChIP-qPCR analysis of BRG1 binding and H3K9ac codes for the *Atg16l1*, *Wipi2*, *Atg7*, and *Ambra1* gene loci in the IECs as indicated (*n* = 5 per genotype). The arrow indicates the locations of the ChIP-qPCR primer pairs. The data represent the mean ± S.E.M., and statistical significance was determined by a two-tailed Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001. Scale bars: 200 nm (**d**), 50 μm (**e**), 10 μm (**f**), 10 kb (**l**)

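Of the 13 autophagy-related genes of Fig. 6b, 9 were lower and 4 higher in the *Brg1* IEC*-*AKO library than in the *Brg1* F/F library, with log2 ratios from -1.86 to 0.10. The 95% counting interval excluded no change for 4 genes, all of them lower. *Atg16l2*, a homolog of *Atg16l1*, changed most, with FPKM of 1.38 in the *Brg1* IEC*-*AKO library from 26 fragments and 5.28 in the *Brg1* F/F library from 92 fragments, a log2 ratio of -1.86 (95% counting interval -2.62 to -1.29). *Atg14* had FPKM of 4.31 and 6.61, a log2 ratio of -0.61 (-0.95 to -0.29), and fell short of 1.5-fold with a pseudocount of 1, at -0.52. *Map1lc3a* had 24.3 and 33.8, a log2 ratio of -0.47 (-0.74 to -0.21), which is less than 1.5-fold. *Wipi2*, at -0.60, was the other gene whose interval excluded no change. For the remaining 9 genes the interval included no change, *Atg7*, *Atg16l1* and *Ambra1* among them. *Becn1* had a log2 ratio of -0.07, *Map1lc3b* of -0.03, *Atg13* of -0.02, *Atg12* of 0.03, *Sqstm1*, which encodes p62, of 0.05 and *Atg5* of 0.10. The ratios of *Atg12*, *Sqstm1* and *Atg5* turned negative, to -0.08, -0.07 and -0.01, when centred on the well expressed genes. With centring the interval excluded no change for 8 of the 13 genes, all of them lower, with *Atg7*, *Atg16l1*, *Becn1* and *Map1lc3b* in addition. Fig. 6b shows a pair of columns per genotype, and 1 library per genotype was analysed here.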

Several lines of evidences indicate that impaired autophagy causes oxidative stress^6,16^. We therefore reasoned that BRG1 modulated ROS homeostasis through regulation of autophagy. To test this possibility, we isolated IECs from the colons of 2-month-old *Brg1*^*flox/flox*^ and *Villin*^*Cre*-*ERT2*^; *Brg1*^*flox/flox*^ or *Rosa26*^*Brg1/*+^ and *Brg1*^*IEC*-*OE/*+^ mice. After 4 days of culturing, western blotting analysis revealed that the BRG1-depleted IECs (by treatment of 4-OHT) exhibited a profound reduction in membrane-bound LC3-II (LC3B-I to LC3B-II conversion) and an increase in the cellular levels of the autophagic substrate p62 (Fig. 6c). Conversely, IECs bearing BRG1 overexpression displayed an enhanced LC3-I/II conversion and a simultaneously decreased p62 level (Fig. 6c). In addition, the impaired autophagy was also supported by intestinal organoid culture assay. As reflected by L3II conversion and p62 level, *Brg1* deletion led to a reduction of autophagy (Supplementary Fig. 5c). Further transmission electron microscopy assays verified that the number of autophagosomes was reduced in the colons following 1 week of *Brg1* deletion as compared with that in controls (Fig. 6d). To ensure this observation, we generated *Brg1*-deficient autophagic reporter mice (*Brg1*^*IEC*-*AKO*^; LC3-GFP) and detected a significant decrease in the number of LC3-GFP puncta in the colons of 7-week-old *Brg1*^*IEC*-*AKO*^ mice (1 week after *Brg1* ablation; Fig. 6e). Importantly, the cell intrinsic requirement of *Brg1* to govern autophagy was supported by IEC culture assay. As reflected by the number of LC3 puncta, L3II conversion, and p62 level, *Brg1* deletion led to a gradual reduction of autophagy in a time course dependent on *Brg1* deletion (Fig. 6f, g). As LC3II accumulation is attributed to either increased autophagy induction or impaired autophagosome turnover, the effects of *Brg1* loss on autophagic flux were evaluated in the presence of chloroquine (CQ), an inhibitor of lysosomal degradation. We observed that LC3II levels in the presence of CQ were persistently reduced in *Brg1*-depleted IECs (Fig. 6h–i). Thus, these results indicate that BRG1 is required for autophagic induction in the colonic epithelium. Next, we aimed to clarify whether defects of autophagy indeed contributed to uncontrolled ROS reactions in *Brg1*-deficient IECs. Treatment with rapamycin to enhance autophagy in *Brg1*-depleted IECs upregulated the expression levels of the key autophagy regulators, and led to the levels of ROS and cell death comparable to those observed in the *IEC*^*Brg1*-*F/F*^ cells (Supplementary Fig. 5d–g), suggesting that *Brg1* loss impairs autophagy and thereby enhances ROS productions.

To distinguish between BRG1 binding sites and BRG1 functional sites genome-wide, we performed H3K9ac (a histone marker of active gene transcription) ChIP-seq in *Brg1*^*F/F*^ and *Brg1*^*IEC*-*AKO*^ IECs. The ChIP-seq analysis revealed that 12573 genes possessed H3K9ac occupancies within 6 kb of annotated genes (Supplementary Fig. 5h). The Venn diagrams indicated that there were still 685 genes overlapped (Fig. 6j). GO term analysis identified Autophagic vacuole fusion and Autophagic vacuole assembly pathways enriched in the 685 genes (Supplementary Fig. 5i). To define the regulatory mechanism by which BRG1 controlled autophagy, we referenced the express profiles and ChIP-seq results, and examined expression levels of key autophagy-regulatory genes including *Atg16l1*, *Wipi2*, *Atg7*, and *Ambra1*. As expected, BRG1 loss and overexpression indeed down- and upregulated their expression levels in the IECs, respectively (Fig. 6k). Direct BRG1 and H3K9ac occupancies within the candidate gene loci were also seen in Genome Browser tracks (Fig. 6l, Supplementary Fig. 5j) and readily validated by the ChIP-qPCR assays (Fig. 6m). Consistent with the decreased BRG1 recruitment to these gene loci, H3K9ac was simultaneously reduced in the *Brg1*-depleted IECs (Fig. 6m). Conversely, BRG1 overexpression enhanced the H3K9ac signals within the promoter regions of the *Atg16l1*, *Wipi2*, *Atg7*, and *Ambra1* gene loci (Fig. 6m). Thus, *Brg1* loss led to a repressive chromatin status that directly repressed the transcription of the genes important for autophagosome initiation. Consistent with the GEM results, we found positive associations between BRG1 and ATG16L1, WIPI2, and AMBRA1 in the IBD biopsies (using datasets from GSE57945; Supplementary Fig. 5k). Together, our results indicate that BRG1 modulates the multifaceted autophagy machinery to govern colon homeostasis.

### BRG1 regulates autophagy to control ROS reactions in IECs

Given the functional and clinical importance of ATG16L1 in autophagosome formations and colitis^11,19^, we assessed whether the downregulation of *Atg16l1* in *Brg1*-deleted IECs indeed caused the uncontrolled ROS reactions and the defects in cell survival. Thus, we used the oligos to knockdown (KD) *Atg16l1* in *IEC*^*Brg1*-*F/F*^ and *IEC*^*Brg1*-*F/F;CreERT2*^. As expected, *Atg16l1* ablation in *IEC*^*Brg1*-*F/F*^ greatly reduced the LC3I/II conversion, and meanwhile enhanced ROS and cleaved caspase-3 signals (Fig. 7a, b). Importantly, *Atg16l1* KD in *Brg1*-deficient IECs did not further reduce the autophagy response. The cells with or without BRG1 ablation exhibited a similar extent of ROS elevation as well as the cleaved caspase-3 level (Fig. 7a, b). Restoration of ATG16L1 in *Brg1*/*Atg16l1*-depleted cells largely alleviated the overproductions of ROS and improved the cellular survival as compared with *Brg1*-deleted IECs (Fig. 7a, b). Together, these results highlight the requirement of *Brg1* for the regulation of *Atg16l1* or autophagy to modulate ROS homeostasis in IECs.

**Fig. 7:**
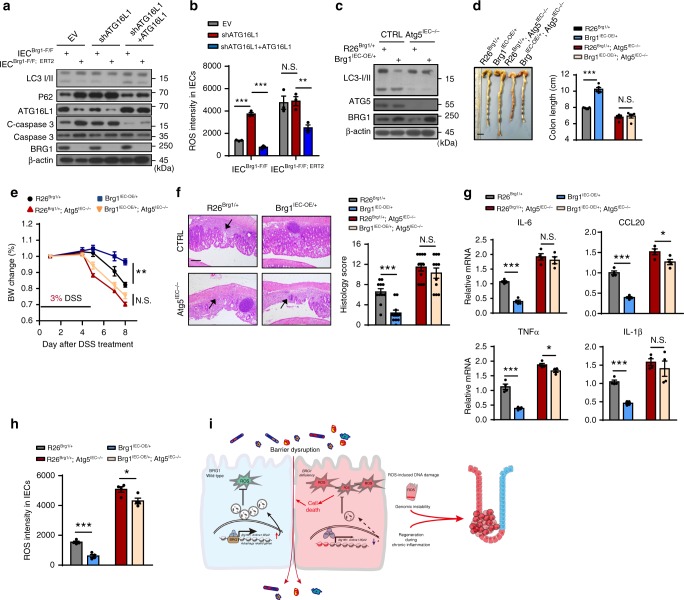
BRG1 protects colon inflammation dependent on the regulation of autophagy. **a** IB analysis of the indicated protein in *IEC*^*Brg1*-*F*/*F*^ (control) or *IEC*^*Brg1*-*F*/*F*-*CreERT2*^ (*Brg1* KO) with or without ATG16L1 knockdown or restoration. **b** Quantification of ROS levels in the IECs as indicated (*n* = 4 per genotype). **c** Immunoblotting analysis of BRG1, ATG5, and LC3 in IECs isolated from the mice as indicated. **d–h** DSS was administered in drinking water for 5 days. The colon lengths (**d**) and body weights (**e**) are recorded in the *R26*^*Brg1*+^ and *Brg1*^*IEC*-*OE*/+^ mice with or without *Atg5* deletion in IECs (*n* = 8 per genotype). **f** Histology of the colonic sections from the indicated mouse genotypes after 9 days of DSS treatment. **g** RT-qPCR analysis of the relative mRNA expression levels in colonic homogenates from DSS-treated mice (day 9; *n* = 5 per genotype). **h** Quantification of ROS levels in the IECs of mice as indicated (*n* = 4 per genotype). **i** BRG1 directly controls multifaceted autophagy-component genes including *Atg16l1*, *Wipi2*, *Atg7*, and *Ambra1* in IECs. Thus, adult *Brg1* loss in IEC leads to insufficient autophagy, which results in excess reactive oxygen species (ROS), and thereby compromises barrier integrity and promotes inflammation. Compensatory regeneration coupled with ROS-induced DNA damage promotes the malignant progression of CRC. The statistical significance was determined by a two-tailed Student’s *t*-test. *p < 0.05 and **p < 0.01; ***p < 0.001. Scale bars: 0.5 cm (**d**), 100 μm (**f**). *N.S*., not significant

Besides *Atg16l1*, we showed that BRG1 directly regulated *Wipi2*, *Atg7*, and *Ambra1*, which are also important for autophagosome biogenesis. To further clarify the functional dependence between *Brg1* and autophagy in colonic inflammation, we generated *Villin*^*Cre/*+^; *Atg5*^*flox/flox*^ mice that conditionally ablated the autophagy protein ATG5 in the IECs (*Atg5*^*IEC*−/−^) (Fig. 7c). Upon treatment with 3% DSS, compared with the littermate controls, the *Atg5*^*IEC*−/−^ mice exhibited a greater weight loss, enhanced colon length shortening, and immunopathology (Fig. 7d–f), confirming the indispensable role of autophagy in resolving gut inflammation. More importantly, we showed that the *Atg5* ablation in the *Brg1*^*IEC*-*OE/*+^ mice compromised the protective role of BRG1 overexpression against the DSS treatments. As reflected by the body weight loss, colon length and histological examinations, the *Brg1*^*IEC*-*OE/*+^; *Atg5*^*IEC*−/−^ mice exhibited epithelial erosion and immune cell infiltration comparable to those in the *Atg5*^*IEC*−/−^ mice (Fig. 7d–f). In addition, depletion of *Atg5* in the *Brg1*^*IEC*-*OE/*+^ mice greatly enhanced the inflammatory cytokine, 8-OHdG and ROS production to the levels similar as those observed in the *Atg5*^*IEC*−/−^ mice (Fig. 7g, h; Supplementary Fig. 6a). Meanwhile, the *Atg5* ablation in the *Brg1*^*IEC*-*OE/*+^ mice led to severe barrier disruption and epithelial cell death comparable to those in the *Atg5*^*IEC*−/−^ mice (Supplementary Fig. 6b–e). Thus, defective autophagy in *Atg5*-deficient mice resulted in excess ROS, which led to the defects in cellular apoptosis and barrier integrity, and the subsequent inflammation. Altogether, the GEMs indicate that *Brg1* prevents colon inflammation dependent on the regulation of the autophagy to restrain ROS over-reactions.

The intestinal microbiota plays an important role in driving inflammatory responses during disease development and progression^43–45^. To rule out the possibility that the gut microbiota contributes to intestinal barrier damage caused by BRG1 deficiency, we generated gut microbiota-depleted mice by treating *Brg1*^*IEC*-*AKO*^ and *Brg1*^*F/F*^ mice with drinking water containing an antibiotic cocktail for 3 weeks and then treated them with 1%DSS. The depletion of gut microbiota was confirmed by performing 16S rDNA sequencing. The successful depletion of the gut microbiota was evident as no sufficient bacterial diversity and microbiota composition were observed (Supplementary Fig. 7a–c). As compared with the *Brg1*^*F/F*^ mice, there was less bacterial diversity but unchanged gut microbiota composition in untreated *Brg1*^*IEC*-*AKO*^ mice (Supplementary Fig. 7a–c). Interestingly, depletion of the gut microbiota by antibiotics reduced expression of proinflammatory cytokines and chemokines of *Brg1*^*IEC*-*AKO*^ mice comparable to those observed in the *Brg1*^*F/F*^ mice (Supplementary Fig. 7d). However, antibiotic-treated *Brg1*^*IEC*-*AKO*^ mice still exhibited more severe barrier disruption, epithelial cell apoptosis, impaired autophagy, and oxidative stress than *Brg1*^*F/F*^ mice (Supplementary Fig. 7e–i). These results suggested that depletion of the gut microbiota did not facilitate the recovery of intestinal barrier in *Brg1*^*IEC*-*AKO*^ mice. Thus, the gut microbiota does not contribute to intestinal barrier disruption caused by BRG1 deficiency. Altogether, BRG1 protects the colon from inflammatory insults via a mechanism dependent on autophagy and ROS sequestration (Fig. 7i).

## Discussion

Autophagy, a system for sensing and adapting to environmental changes, is intimately involved in cellular defense, microbial tolerance, and metabolic control^10–12^. Despite recent progress, the underlying mechanism by which this degradative process is balanced remains unclear. Here, we showed that multifaceted autophagy-component genes, including *Atg16l1*, *Ambra1*, *Wipi2*, and *Atg7*, are directly controlled by BRG1 in the colons. ATG16L1 and ATG12-ATG5 complex formation is known to define the site for LC3 PE conjugation and facilitate autophagosome formation^11,46^. *Ambra1* interacts with Beclin1 through the target lipid kinase Vps34/PI3KC3 to assemble a class III PI3K complex, which positively regulates the formation of autophagosomes^47,48^. In addition, WIPI2 is a PtdIns(3)P effector upstream of ATG16L1 that is required for LC3 conjugation^49,50^. Thus, our results demonstrated that BRG1 is a key regulator controlling autophagosome biogenesis and therefore highlight the homeostatic function of BRG1 in colons.

Mammalian cells are consistently exposed to ROS generated from either endogenous metabolism or environmental oxidants^51,52^. We found that *Brg1* loss in adult mice leads to ROS accumulations, and thereby enhances epithelium death and barrier integrity. This finding is further supported by the antioxidant NAC treatment, which attenuates the ROS reactions and relieves the colitis symptoms in the *Brg1*^*IEC*-*AKO*^ mice. Thus, aberrant ROS accumulation is mainly responsible for the chronic inflammation observed in the *Brg1*^*IEC*-*AKO*^ mice. Autophagy has been considered the main mechanism responsible for removing oxidized proteins in cells^11,13^. In the intestines, defects in autophagy, such as *Atg16l1* and *Atg5* ablation, stimulate ROS reactions^6,11,53^. The current studies utilize GEMs and cell cultures to clarify that BRG1 attenuated colonic inflammation through autophagy-dependent oxidative stress. We showed that *Atg5* depletion in the *Brg1*^*IEC*-*OE/*+^ mice compromises the protective effects elicited by the BRG1 overexpression and enhances the ROS levels to those observed in the *Atg5*^*IEC*−/−^ mice. Conversely, restoration of *Atg16l1* or the treatment with rapamycin in the *Brg1*-depleted IECs reduces the levels of ROS and improved epithelial cell survival. Thus, adult BRG1 protects the colon from inflammatory insults via a mechanism dependent on autophagy and ROS sequestration (Fig. 7i).

Unresolved tissue injury during inflammation inevitably results in tissue neoplastic transformation. Our current study demonstrates that adult *Brg1* loss results in compensatory regeneration coupled with ROS-induced DNA damage in an inflammation-context, which promotes the malignant progression of CRC. This finding is further corroborated by the reduction in acute inflammation and tumorigenesis in the BRG1-overexpressing mice. Notably, these results differ from a previous report in which the loss of *Brg1* suppresses adenoma formation in an *Apc*-mutated context^34^. Regarding the opposing tumorigenic functions in these two models, numerous studies have shown that the functions of the mammalian SWI/SNF enzyme appear to be cell type- and subunit-dependent^24,54,55^. Thus, unsurprisingly, BRG1 can act as either an oncogene or tumor suppressor in a context-dependent manner.

BRG1 plays a pivotal role in crypt-villous remodeling, differentiation and cell survival in the duodenum of neonatal mice by regulating the Notch signaling^36^. In the present study, we also examined whether Notch signaling is altered in adult *Brg1*-depleted colons. However, no appreciable alternations are detected in the *Brg1*^*IEC*-*AKO*^ mice as determined by the expression levels of the Notch ligands Dll1, Dll3, Dll4, Jag1, and Jag2 and the Notch target genes Hes1, Hey1, and Hey2 (Supplementary Fig. 8). Moreover, BRG1 is known to modulate stem cell self-renewal in the small intestines by regulating the Wnt signaling^35^. We did not observe changes in stem/progenitor cells in the colons before the onset of colitis (Supplementary Fig. 1). In contrast, the numbers of Paneth and goblet cells are reduced in the adult *Brg1*-depleted mice, whereas these defects are reversed by the NAC treatment. Furthermore, the results obtained from the BRG1 overexpression mice further support the idea that BRG1 is intimately involved in colon epithelial cell homeostasis without altering the differentiation process. However, because BRG1 is a key epigenetic regulator involved in multiple transcriptional processes, we cannot fully exclude the possibility that other signaling changes also contribute to the phenotype observed in the present study. In addition, the underlying mechanism leading to reduced BRG1 expression during chronic inflammation remains to be determined in future studies.

Together, our results highlight the importance that BRG1 functions as a homeostatic regulator that integrates the intact mucosal barrier by modulating autophagy-dependent oxidative stress in the colon (Fig. 7i). Inflammation is closely associated with tumorigenesis, and IBD is a predisposing factor for CRC. Thus, our results establish a role for BRG1 in inflammation-associated CRC and may provide insight into understanding of other human disorders associated with BRG1 deficiency.

## Methods

### Human specimen analysis

Patients with IBD and non-IBD healthy subjects for this study were recruited from Fudan University Shanghai Cancer Center and Shanghai Tenth People’s Hospital, China^40^. The study was approved by the ethics committee of the Shanghai Tenth People’s Hospital (SHSY-IEC-pap-16-24). The use of pathological specimens as well as the review of all the pertinent patient records was approved by the institutional ethics review board. Immunohistochemical analyses were performed using a specific anti-BRG1 antibody (Abcam, Cat# ab110641 (1:500))^40,56^. In brief, protein expression was scored and quantified by pathologists who were blinded to the outcome of the cases, and the quantification was based on a multiplicative index of the average staining intensity (0–3) and the extent of staining (0–3), which yielded a 10-point staining index that ranged from 0 to 9. Tissue RNA from colonic biopsies of IBD patients and heathy controls was also prepared for the analysis of gene expression.

### Mice

All mice were maintained in a specific-pathogen-free (SPF) facility and all experimental procedures were approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Biological Sciences or Institute of Zoology, Chinese Academy of Sciences. *Brg1*^*IEC*-*AKO*^ mice were generated by crossing *Brg1*-floxed mice^57^ with *Villin*^*Cre*-*ERT2*^ mice (The Jackson Laboratory)^38^, and tamoxifen was intraperitoneally injected for 3 consecutive days at 100 mg kg^−1^ body weight. BRG1-overexpressing mice (*Brg1*^*IEC*-*OE*/+^) were generated by crossing *R26*^*Brg1*/+^ mice^56^ with *Villin*^*Cre*/+^ mice. LC3-GFP mice were purchased from The Jackson Laboratory and *Atg5*-floxed mouse strain (RBRC02975)^58^ were purchased from the RIKEN Bio Resource Center with permission from Dr. Noboru Misushima (The University of Tokyo). All the mice were maintained on C57BL/6J background and littermates with the same treatment were used for control experiments. For permeability experiments, 3-month-old mice were fasted for 4 h, and treated with FITC-conjugated dextran (500 mg kg^−1^ body weight). The fluorescence intensity was determined by FITC-dextran standard curve.

### Induction of colitis and CRC

All the mice at 2 months of age were first treated with tamoxifen (100 mg kg^−1^ body weight) for 3 consecutive days to induce *Brg1* deletion, and then received DSS or AOM/DSS treatments as indicated. To induce colitis, mice were fed with 3 or 1% DSS (molecular weight, 36–50 kDa; MP Biomedicals) for 3 or 5 days, followed by regular drinking water, body weight was daily recorded. For AOM alone treatment, *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ mice were intraperitoneally injected with 10 mg kg^−1^ AOM (Sigma), and mice were sacrificed 20 weeks later. In AOM/DSS experiments, mice were first treated with a single dose of AOM, and 1 or 3% DSS was given in the drinking water for 3 days, followed by 2 weeks of regular drinking water. The DSS treatment was repeated for two additional cycles, and mice were sacrificed 12 weeks after AOM injection, except when indicated otherwise.

### IEC isolation and culture

IECs were isolated from *Brg1*^*flox*/*flox*^, *Villin*^*Cre*-*ERT2*^*; Brg1*^*flox*/*flox*^ or *R26*^*Brg1*/+^ and *Brg1*^*IEC*-*OE*/+^ mice, and *Brg1* deletion is achieved by 4-OHT (5 μM) treatment in cells. The IECs corresponding to each genotype were referred as *IEC*^*Brg1*-*F*/*F*^, *IEC*^*Brg1*-*F*/*F; CreERT2*^ or *IEC*^*Brg1*/+^, *IEC*^*Brg1*-*OE*/+^. For RNA-Seq and ChIP-Seq analyses, IECs from colons were isolated using isolation buffer (30 mM EDTA and 1 mM DTT). For culture purpose, the colons were cut into pieces and washed by DMEM for two times, then incubated with digestion buffer (DMEM with collagenase type I and Dispase II) for 2 h in 37 °C. After the incubation, the cell suspension was passed through 100 μm cell strainers (Corning). After washes, the cells were plated in dishes coated with rat tail tendon collagen type I overnight and were cultured in DMEM with 10% FBS and 1% penicillin/streptomycin. The next day, the cells were treated with rapamycin (20 nM) or NAC (5 mM) for subsequent experiments. The purities of colonic epithelial cell were confirmed by FACS analysis of EpCAM staining. For detecting the ROS levels, cultured IECs were digested and centrifuged, the precipitates were resuspended by PBS and incubated with CM-H2DCFDA (5 mM; C6827, Life Technologies) for 10 min in 37 °C and measured by flow cytometry.

### Organoid culture and analysis

The intestines were opened longitudinally, and villi were scraped away. After thorough washing in cold PBS, the pieces were incubated in 2 mM EDTA/PBS for 10 min at 4 °C. Then, EDTA solution was replaced with PBS and shacked vigorously for 45 s. Crypt fractions were purified by successive centrifugation steps. Hundred microliters of Advanced DMEM/F12 (Invitrogen) containing growth factors (50 ng ml^−1^ EGF, PeproTech; 500 ng ml^−1^ R-spondin, PeproTech and 100 ng ml^−1^ Noggin; PeproTech) was added and refreshed every 2 or 3 days. 4-OHT was added to medium at a concentration 2 μM after 5 days of organoid culturing. After 48 h, the organoids were stained with 7-AAD for 5 min, and photos were imaged and quantified by Image J software.

### RNA-Seq and ChIP-Seq analysis

IECs was isolated from 7-week-old *Brg1*^*F*/*F*^ and *Brg1*^*IEC*-*AKO*^ by EDTA-based isolation. Each sample contained three to five independent repeated animals, and subjected to HiSeq performed by Guangzhou RiboBio Co., Ltd. Paired-end reads were aligned to the mouse reference genome mm10 with HISAT2. HTSeq v0.6.0 was used to count the reads numbers mapped to each gene. The whole samples expression levels were presented as RPKM (expected number of Reads PerKilobase of transcript sequence per Million base pairs sequenced), which is the recommended and most common method to estimate the level of gene expression. The statistically significant DE genes were obtained by an *p*-value threshold of <0.05 and fold change ≥1.5. All differentially expressed mRNAs were selected for GO analysis which was performed on DAVID (https://david.ncifcrf.gov/). ChIP-Seq analysis was performed by Active Motif, Inc. using an antibody against BRG1 (Abcam) and H3K9Ac (Abcam). Seventy-five-nucleotide reads generated by Illumina sequencing were mapped to the genome using the BWA algorithm with default settings. In total, 26349 peaks were identified over the input control, and the heat maps and average profile for TSS were generated using ngsplot v2.61.

### Immunohistochemistry and transmission electron microscopy

Tissues were fixed overnight in 4% paraformaldehyde, prepared using the Swiss roll technique, embedded in paraffin, and cut into 7-μm sections. H&E-stained sections were scored by a pathologist in a blinded fashion. Colitis scores were assigned based on a multiplicative index of severity of inflammation (0–3), ulceration (0–3), and hyperplasia of the mucosa (0–4)^59^. To quantify goblet cells, PAS^+^ cells were quantified from five random fields from at least five mice per genotype. To quantify Paneth cells, lysozyme^+^ cells were quantified from 100 crypts from at least 3 mice per genotype; data are represented as mean ± SEM. Tumor grades were scored according to previous report^60^. Briefly, low-grade dysplasia consisted of stratified dysplastic epithelium retaining its columnar shape. The neoplastic crypt cells were elongated and crowded, with hyperchromatic nuclei, but maintained polarity with respect to the basement membrane. High-grade dysplasia was characterized by more pronounced nuclear atypia, with loss of epithelial cell nuclear polarity. The neoplastic glands may show architectural complexities such as a cribriform appearance. For each animal, 10 random lesions (hyperplasia, LG dysplasia or HG dysplasia) were recorded for the quantifications. Thus, the numbers of each subtype of lesions in each experimental group (*n* = 10 per genotype) were established and the percentages of different subtypes of lesions were compared. The statistical significance between groups was determined by the chi-square test. Primary antibodies used for IHC were as follows: anti-Ki67 (B56), BD Biosciences, Cat# 550609 (1:500); anti-lysosome, DAKO, Cat#A0099 (1:500); anti-8-OHdG, Abcam, Cat# ab48508 (1:500); anti-cleaved caspase-3, Cell Signaling Technology, Cat# 9661 (1:800); anti-E-cadherin, Cell Signaling Technology, Cat#3195T (1:400); and anti-ZO-1, Invitrogen, Cat# 40-2200 (1:500). Biotinylated secondary antibodies were purchased from Jackson Immunology. Staining was visualized with ABC Kit Vectastain Elite (Vector Laboratories) and DAB substrate (Vector Laboratories). PAS staining was performed using PAS staining kits (Sigma-Aldrich) and ALP activity assay was performed using the Alkaline Phosphatase Staining Kit (Vector Laboratories) as described in the manufacturer’s protocols. For the analysis of autophagosome by transmission electron microscopy, pieces of colons were fixed at 4 °C in 2.5% glutaraldehyde, post fixed in OsO_4_ (1%) for 2 h, and then dehydrated through a series of alcohol concentrations, before being progressively embedded in Epon 812 epoxy resin. Micrographs were obtained with a FEI Tecnai G2 Spirit transmission electron microscope.

### RT-qPCR and ChIP-qPCR assays

RNA was isolated using TRIzol followed by RQ1 RNase-free DNase Set treatment (Promega) according to the manufacturer’s instructions. First strand cDNA was synthesized using Superscript II (Invitrogen). SYBR Green Master Mix reagents (Roche) and primer mixtures (Supplementary Table 1) were used for the real-time PCR. Student’s *t*-test was used to statistical analysis and *p* value <0.05 was considered significant. The ChIP assays were performed using EZ ChIP kit (Millipore). The procedure was as described in the kit provided by the manufacturer. Briefly, isolated IEC cells were fixed by 1% formaldehyde, fragmented by sonication. BRG1 (Abcam, Cat# ab110641) (2 μg 50 μL^−1^) and H3K9Ac (Abcam, Cat# 4441) (2 μg 50 μL^−1^) were then used for immunoprecipitation. After washing and reverse-crosslinking, the precipitated DNA was amplified by primers and quantified by the qPCR. Primer sequences can be found in the Supplementary Table 1.

### Immunoblotting

The primary antibodies used in this study were as follows: anti-BRG1 (EPNCIR111A) Abcam Cat# ab110641 (1:10,000); anti-Caspase3 (8G10), Cell Signaling Technology, Cat# 9665 (1:1000); anti-C-Caspase 3, Cell Signaling Technology, Cat# 9661 (1:1000); anti-PARP (46D11), Cell Signaling Technology, Cat# 9532 (1:1000); anti-Ki67 (B56), BD Biosciences, Cat# 550609 (1:500); anti-EpCAM (G8.8), BD Biosciences, Cat# 552370 (1:500); anti-ZO1, Invitrogen, Cat# 40-2200 (1:500); anti-8-OHd G, Abcam, Cat# ab48508 (1:500); anti-LC3A/B (D3U4C), Cell Signaling Technology, Cat# 12741 (1:1000); anti-ATG16L1 (D6A5), Cell Signaling Technology, Cat# 8089 (1:1000); anti-PCNA, Santa Cruz Biotechnology, Cat# SC-7909 (1:1000); anti-P-H3, Cell Signaling Technology, Cat# 9701 (1:1000); anti-E-Cadherin, Cell Signaling Technology, Cat# 3195T (1:1000); anti-DCLK1, Abcam, Cat# ab31704 (1:500); anti-Claudin1, Cell Signaling Technology, Cat# 4933T (1:1000); anti-ChgA, Abcam, Cat# ab715 (1:1000); anti-Hes1, Abcam, Cat# ab71559 (1:500). Raw data of immunoblotting can be found in the source data file.

### FACS

Cell suspensions were subjected to flow cytometry analyses^61^. For gating strategy, first FSC/SSC was applied to gate the live cells and then according to fluorochrome to make the subsequent gates. All the samples in the same experiments and comparisons were gated under the same parameters. The antibodies used in this study were as follows: anti-CD11b-APC, eBioscience, Cat# 47-0112-82 (1:400); anti-F4/80-PE, eBioscience, Cat# 25-4801-82 (1:400); anti-CD4-FITC, eBioscience, Cat# 11-5040-41 (1:400); Gr-1-FITC, eBioscience, Cat# 11-0114-82 (1:400).

### Isolation of lamina propria cells and analysis

Colons were cut into small pieces and then incubated with RPMI medium supplemented with FBS, 0.5 mM DTT, 5 mM EDTA, and antibiotics at 37 °C for 30 min. After removal of the epithelial layer, the remaining colon segments were incubated at 37 °C with RPMI medium containing 0.5% collagenase D (Roche) and 0.05% DNase (Roche) for 30 min. Lamina propria cells were stained for surface markers CD4, CD11b, F4/80, and Gr-1 using CD4-FITC, CD11b-APC, F4/80-PE, and Gr-1-FITC antibodies, respectively.

### Analysis of ROS signatures and autophagy in patients

Analysis in human IBD datasets was carried out essentially as previously described^40^. The ROS and BRG1signature were derived from GSE42476 and our own dataset. In order to define the degree of gene signature manifestation within profiles from external IBD datasets (e.g., GEO GSE11223), we used the previously described t-score metric^40^, which was defined for each external profile as the two-sided t-statistic comparing the average of the BRG1-induced genes with the average of the BRG1-repressed genes (genes within the human dataset were first centered to SD from the median of the specimens). For a given dataset, the t-score contrasted the patterns of the BRG1-induced genes with those of the BRG1-repressed genes to derive a single value denoting coordinate expression of the two gene sets. The correlation between BRG1 and ATG16L1, WIPI2b or AMBRA1 mRNA in IBD specimens (GSE57945, *n* = 38) is computed by nonparametric Spearman correlation.

### Statistical analysis

All experiments were performed using 3–15 mice or at least three independent repeated experiments. Unless otherwise indicated, data presented as the mean ± S.E.M. and statistical significance was determined by a two-tailed Student’s *t*-test. Pearson correlation coefficients were used to evaluate the relationships between BRG1 and gene expressions. *χ*^2^ test were used to determine whether there was a significant difference between the expected frequencies and the observed frequencies in one or more categories. *p < 0.05, **p < 0.01, and ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The authors declare that all data supporting the findings in this study are available within the paper, Supplementary information and Source data. All data are available from the authors upon reasonable request. RNA-Seq and ChIP-Seq raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE112128 and GSE135041.

# Supplementary material for: BRG1 attenuates colonic inflammation and tumorigenesis through autophagy-dependent oxidative stress sequestration
**Source:** Nat Commun. 2019 Oct 10;10:4614. doi: 10.1038/s41467-019-12573-z
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **BRG1 Attenuates Colonic Inflammation and Tumorigenesis through Autophagy-dependent Oxidative Stress Sequestration**

by Min Liu et.al

**Supplementary Figure. 1** Deletion of Brg1 in adult colonic epithelium.

**Supplementary Figure. 2** Immunostaining experiments of colons and intestines derived from 1% DSS-treated Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice.

**Supplementary Figure. 3** BRG1 overexpression does not affect the self-renew and differentiation of IECs under steady state.

**Supplementary Figure. 4** Increase ROS leads to colitis in Brg1<sup>IEC-AKO</sup> mice.

**Supplementary Figure. 5** BRG1 modulates autophagy in colonic epithelial cells.

**Supplementary Figure. 6** Analyses in the R26<sup>Brg1+</sup> and Brg1<sup>IEC-OE/+</sup> mice with or without Atg5 deletion in IECs.

**Supplementary Figure. 7** Analyses in the Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice with or without antibiotics treatment.

**Supplementary Figure. 8** Adult Brg1 loss does not affect Notch pathway in the colons.

**Supplementary Table 1** Primers.

Supplementary Figure 1

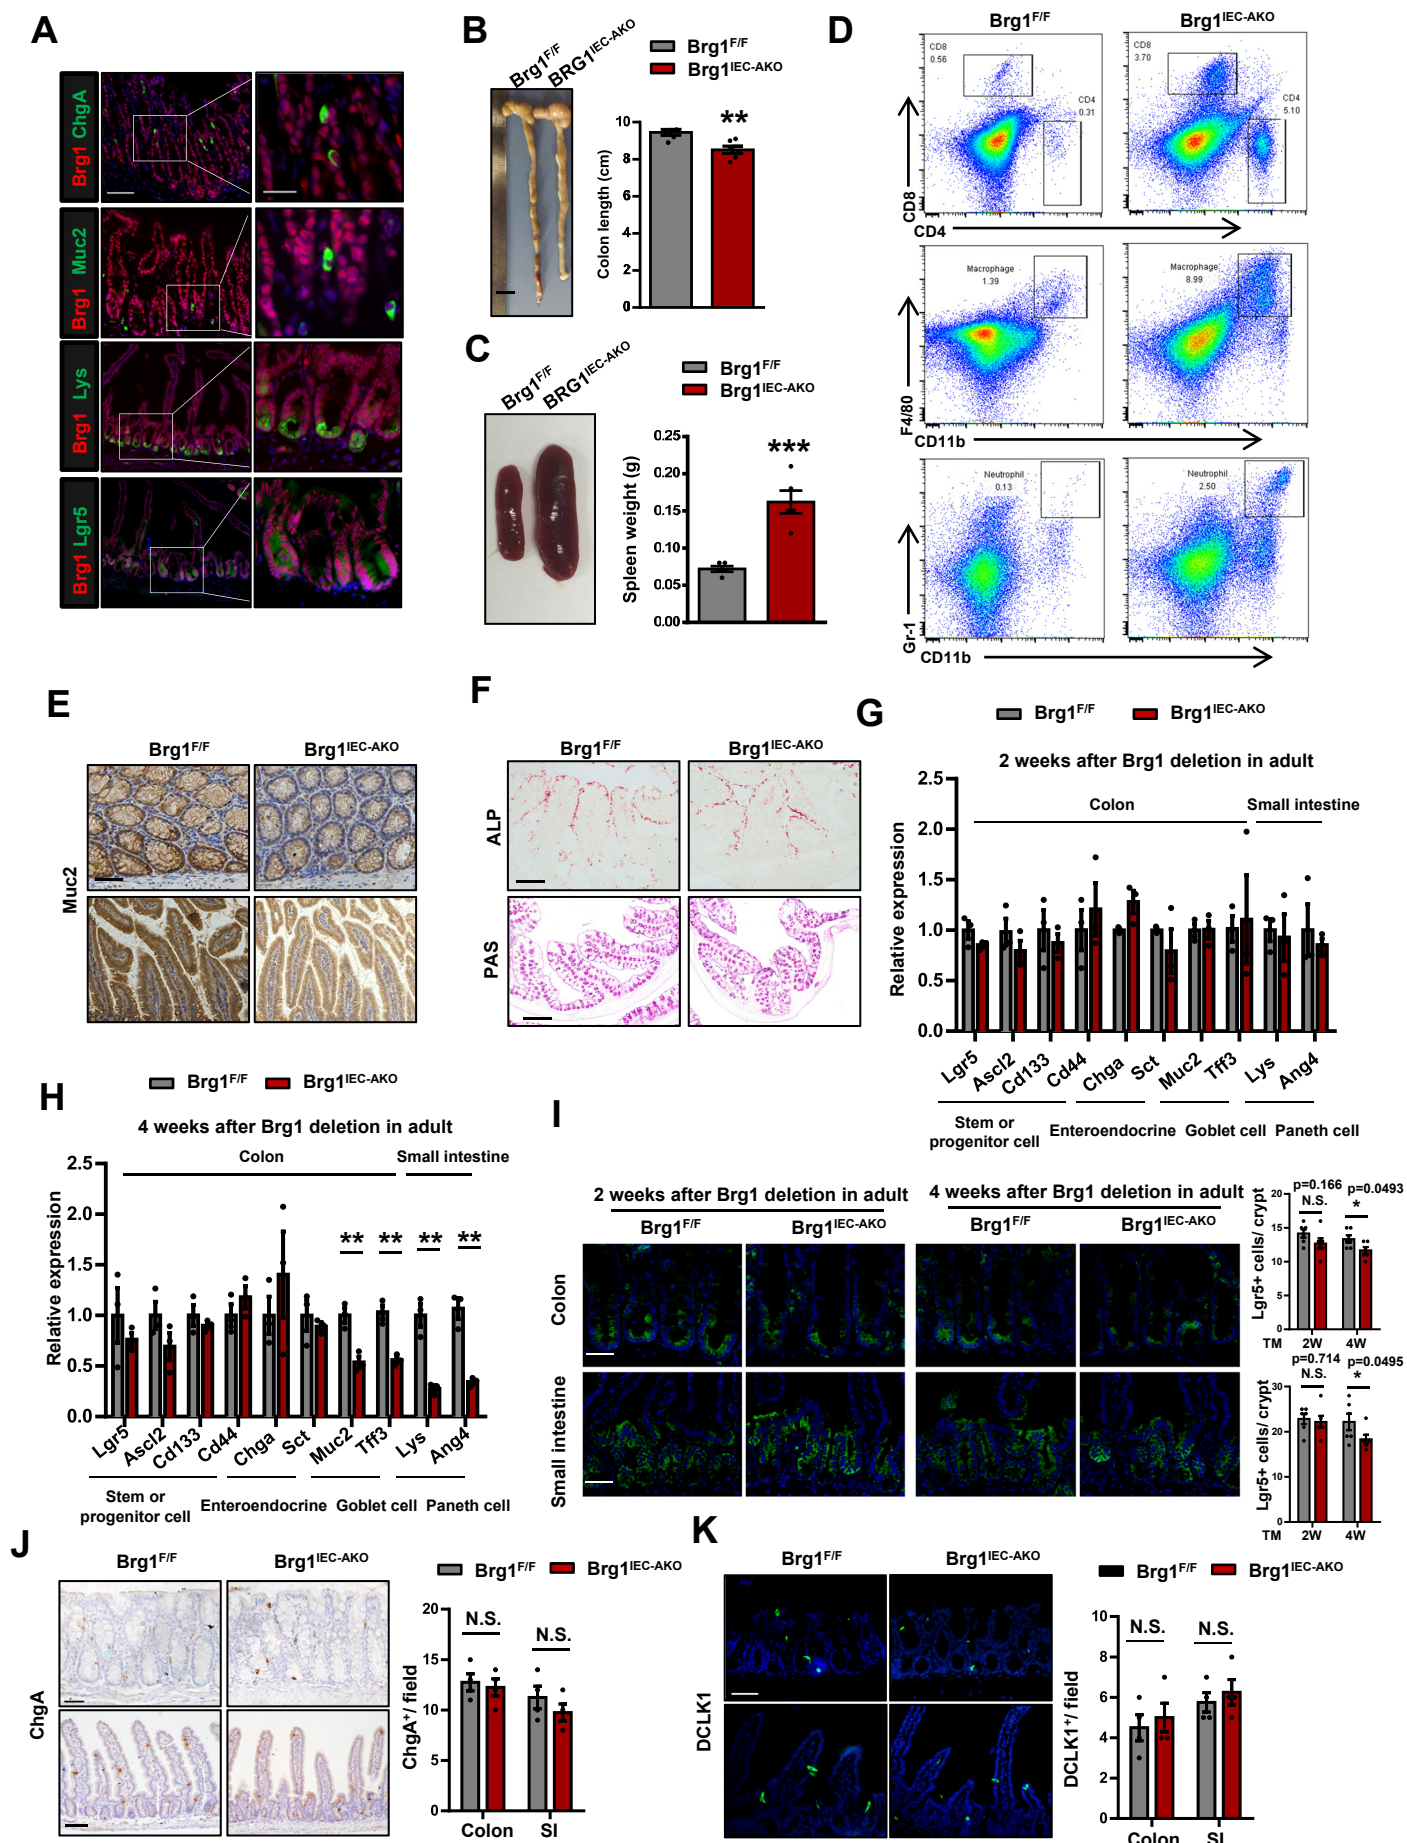

**Supplementary Figure. 1 Deletion of Brg1 in adult colonic epithelium.**

- (a)** Co-immunofluorescence staining of BRG1 with Lgr5, ChgA, Muc2, and Lys in intestine and colon of wild-type mice.
- (b)** Colon length of 4-month-old Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice (two months after Brg1 depletion).
- (c)** Spleen weight of 4-month-old Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice (two months after Brg1 depletion).
- (d)** Representative flow cytometry plots of CD4<sup>+</sup> T cells, CD11b<sup>+</sup>; F4/80<sup>+</sup> macrophages, and CD11b<sup>+</sup>; Gr-1<sup>+</sup> neutrophils.
- (e)** Immunostaining of Muc2 in colons and intestines of 3-month-old Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice (4 weeks after Brg1 depletion).
- (f)** ALP (Enterocyte) and PAS (Goblet cells) staining of colon sections after 2 weeks of Brg1 deletion.
- (g, h)** RT-qPCR analysis of gene expressions in the intestines of Brg1<sup>F/F</sup> and BRG1<sup>IEC-AKO</sup> mice at the indicated time points.
- (i)** Immunofluorescent staining of Lgr5 in colons and intestines of Brg1<sup>F/F</sup> and BRG1<sup>IEC-AKO</sup> mice.
- (j, k)** Immunostaining of ChgA **(j)** and DCLK1**(k)** in colons and intestines of 3-month-old Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice and quantitation results are shown at the bottom. Data represent mean  $\pm$  S.E.M.; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ . Scale Bar: 50  $\mu$ m **left a, e, i, upper j, k**, 20  $\mu$ m **right a**, 1 cm **b**, 100  $\mu$ m **f, bottom j**. SI: Small Intestine.

## Supplementary Figure 2

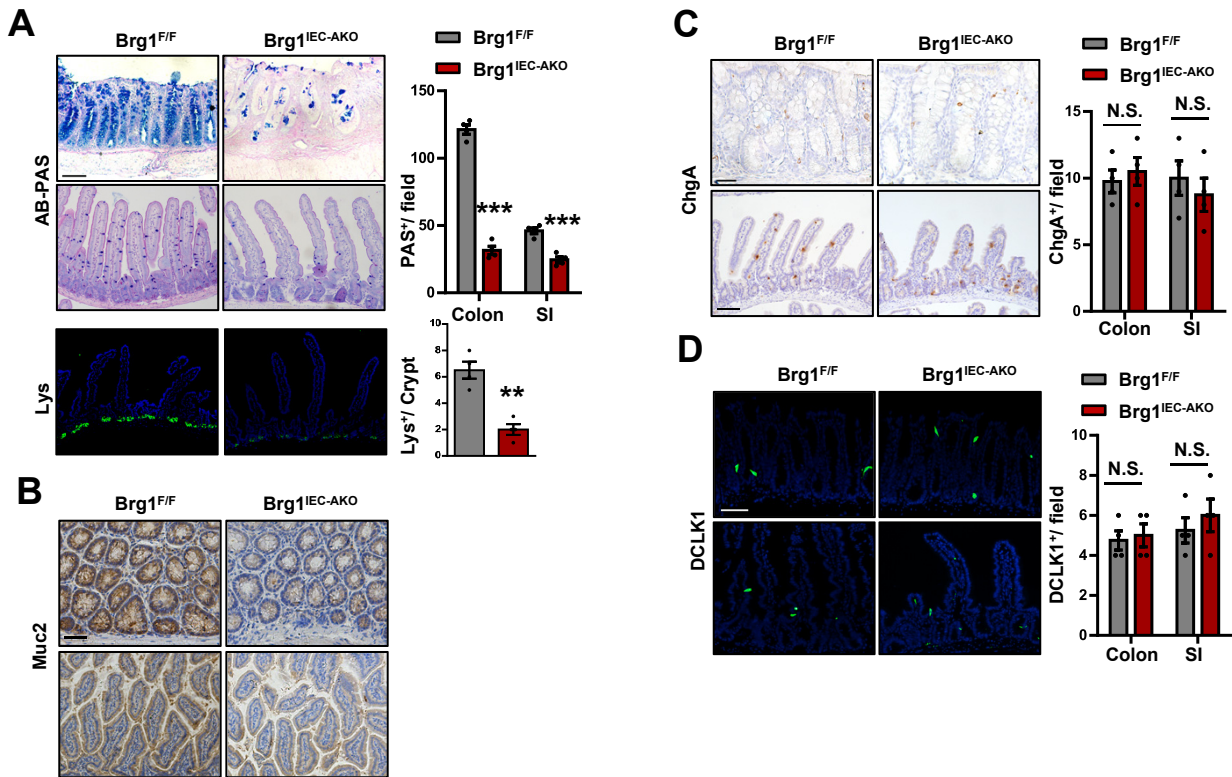

**Supplementary Figure. 2 Immunostaining experiments of colons and intestines derived from 1% DSS-treated  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice.**

**(a-d)** AB-PAS staining and immunostaining of Lys **(a)**, Muc2**(b)**, ChgA **(c)** and DCLK1**(d)** in colons and intestines of 1% DSS-treated  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice and quantitation results are shown in the right. \*\*  $p < 0.01$  and \*\*\*  $p < 0.0001$ . Scale Bars: 100  $\mu$ m **a**, **bottom c**, 50  $\mu$ m **b**, **upper c**, **d**.

### Supplementary Figure 3

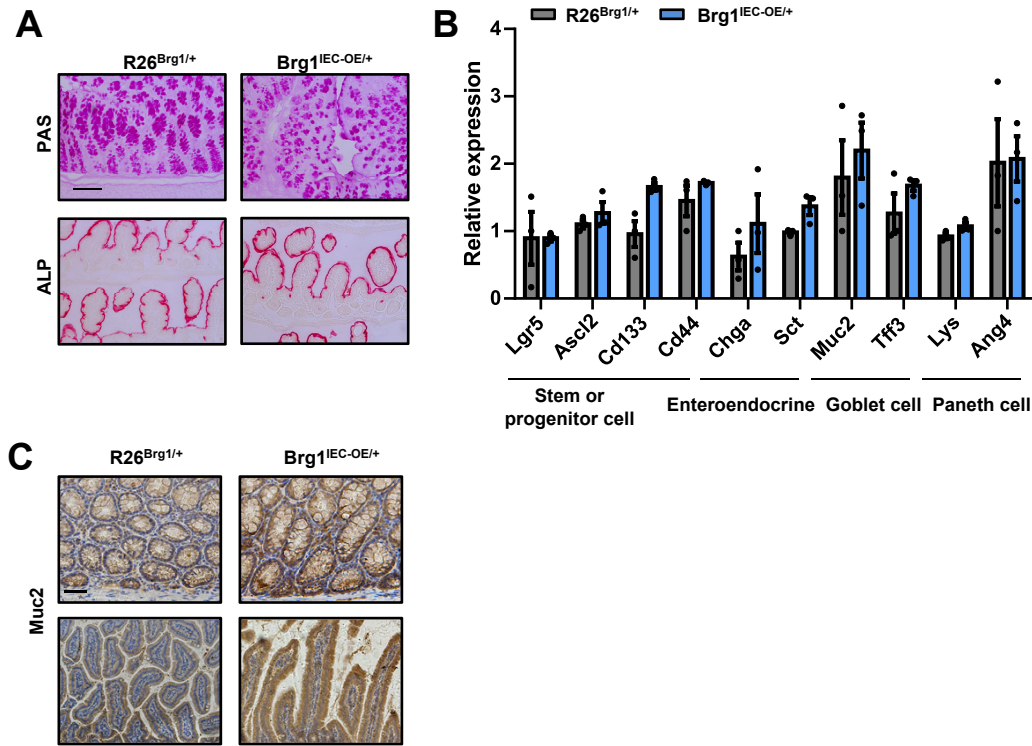

### Supplementary Figure. 3 BRG1 overexpression does not affect the self-renew and differentiation of IECs under steady state.

(a) PAS and ALP staining of colon sections as indicated. Scale Bar: 100  $\mu$ m.

(b) RT-qPCR analysis of gene expressions in the colons of R26<sup>Brg1/+</sup> and Brg1<sup>IEC-OE/+</sup> mice as indicated.

(c) Muc2 staining of colon and intestine sections of 3% DSS-treated R26<sup>Brg1/+</sup> and Brg1<sup>IEC-OE/+</sup> mice.

Data represent mean  $\pm$  S.E.M.; \*  $p < 0.05$ ; \*\*  $p < 0.01$ . Scale Bar: 100  $\mu$ m **a**. 50  $\mu$ m **c**.

Supplementary Figure 4

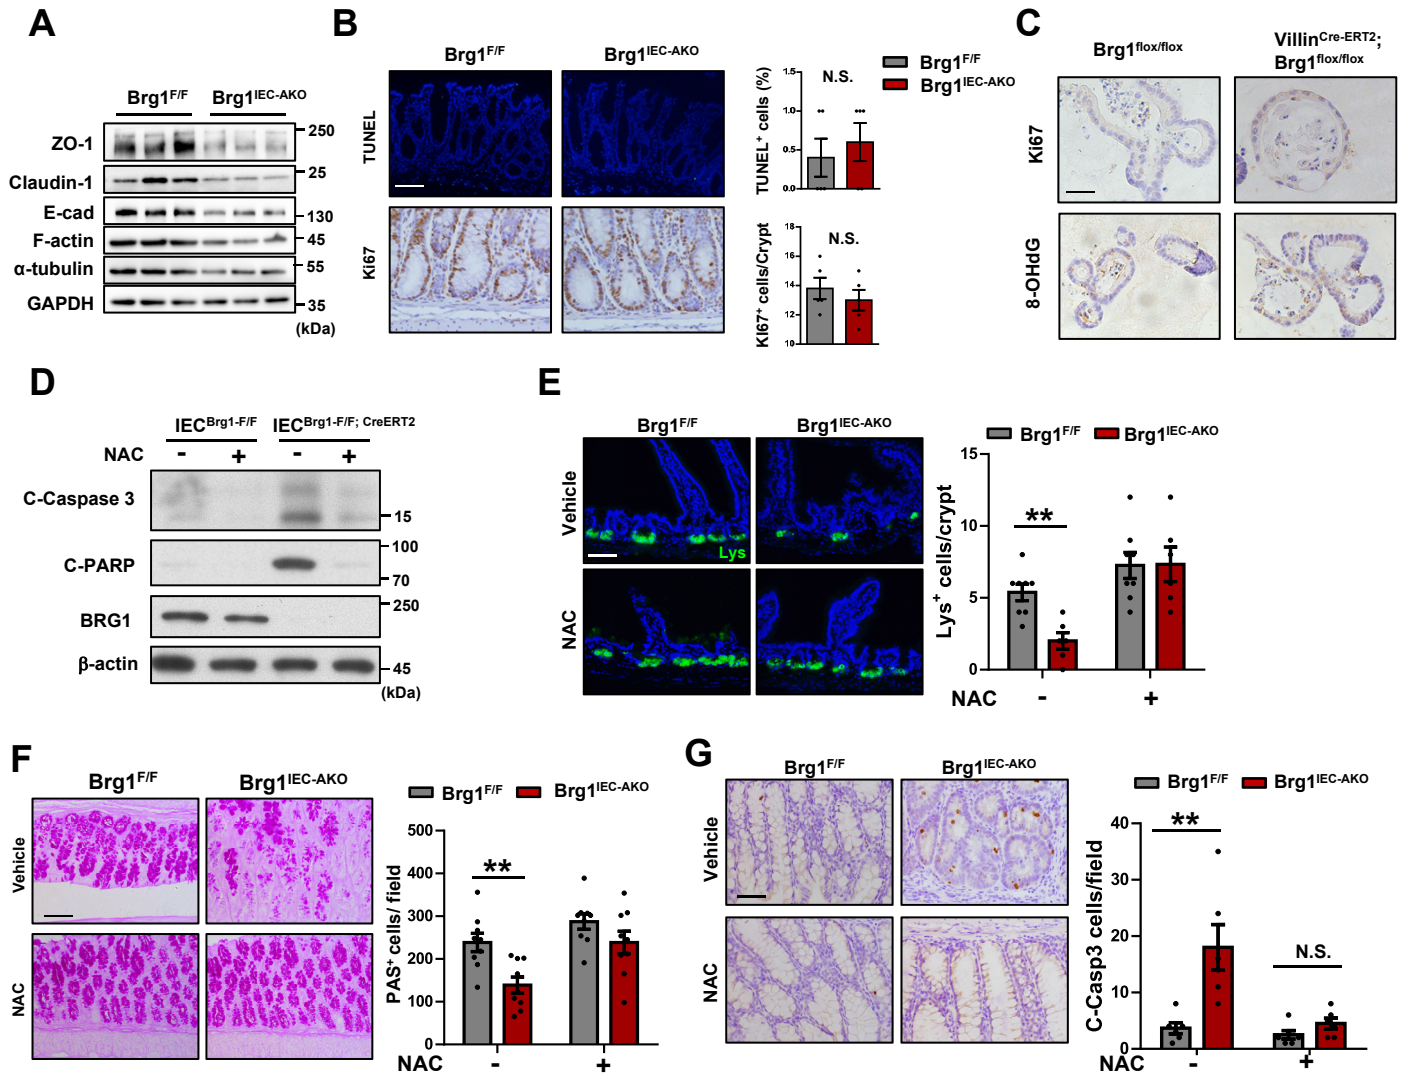

Supplementary Figure. 4 Increase ROS leads to colitis in  $Brg1^{IEC-AKO}$  mice.

- (a) Immunoblotting analysis of the indicated protein in IECs isolated from  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice.
- (b) TUNEL and Ki67 staining colon sections derived from 10-week-old  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice ( $n = 4$ ).
- (c) Ki67 and 8-OHdG staining of the organoid sections as indicated.
- (d) IECs were isolated from 1-month-old  $Brg1^{flox/flox}$  and Villin<sup>Cre-ERT2</sup>;  $Brg1^{flox/flox}$  mice, and  $Brg1$  deletion is achieved by 4-OHT treatment in cells. Western blot analysis of the indicated protein in IEC <sup>$Brg1^{F/F}$</sup> , IEC <sup>$Brg1^{F/F}$ -CreERT2</sup> cells with or without NAC(5mM) treatment.
- (e-g)  $Brg1$  was knockout at two months of age. Lysosome (e), PAS (f) and cleaved caspase-3 staining (g) of 4-month-old  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice with or without NAC treatment (starting at 3 months of age, one month of NAC treatment). Scale Bar: 50  $\mu$ m b, e, f, g. 20  $\mu$ m c. \*\*  $p < 0.01$ .

Supplementary Figure 5

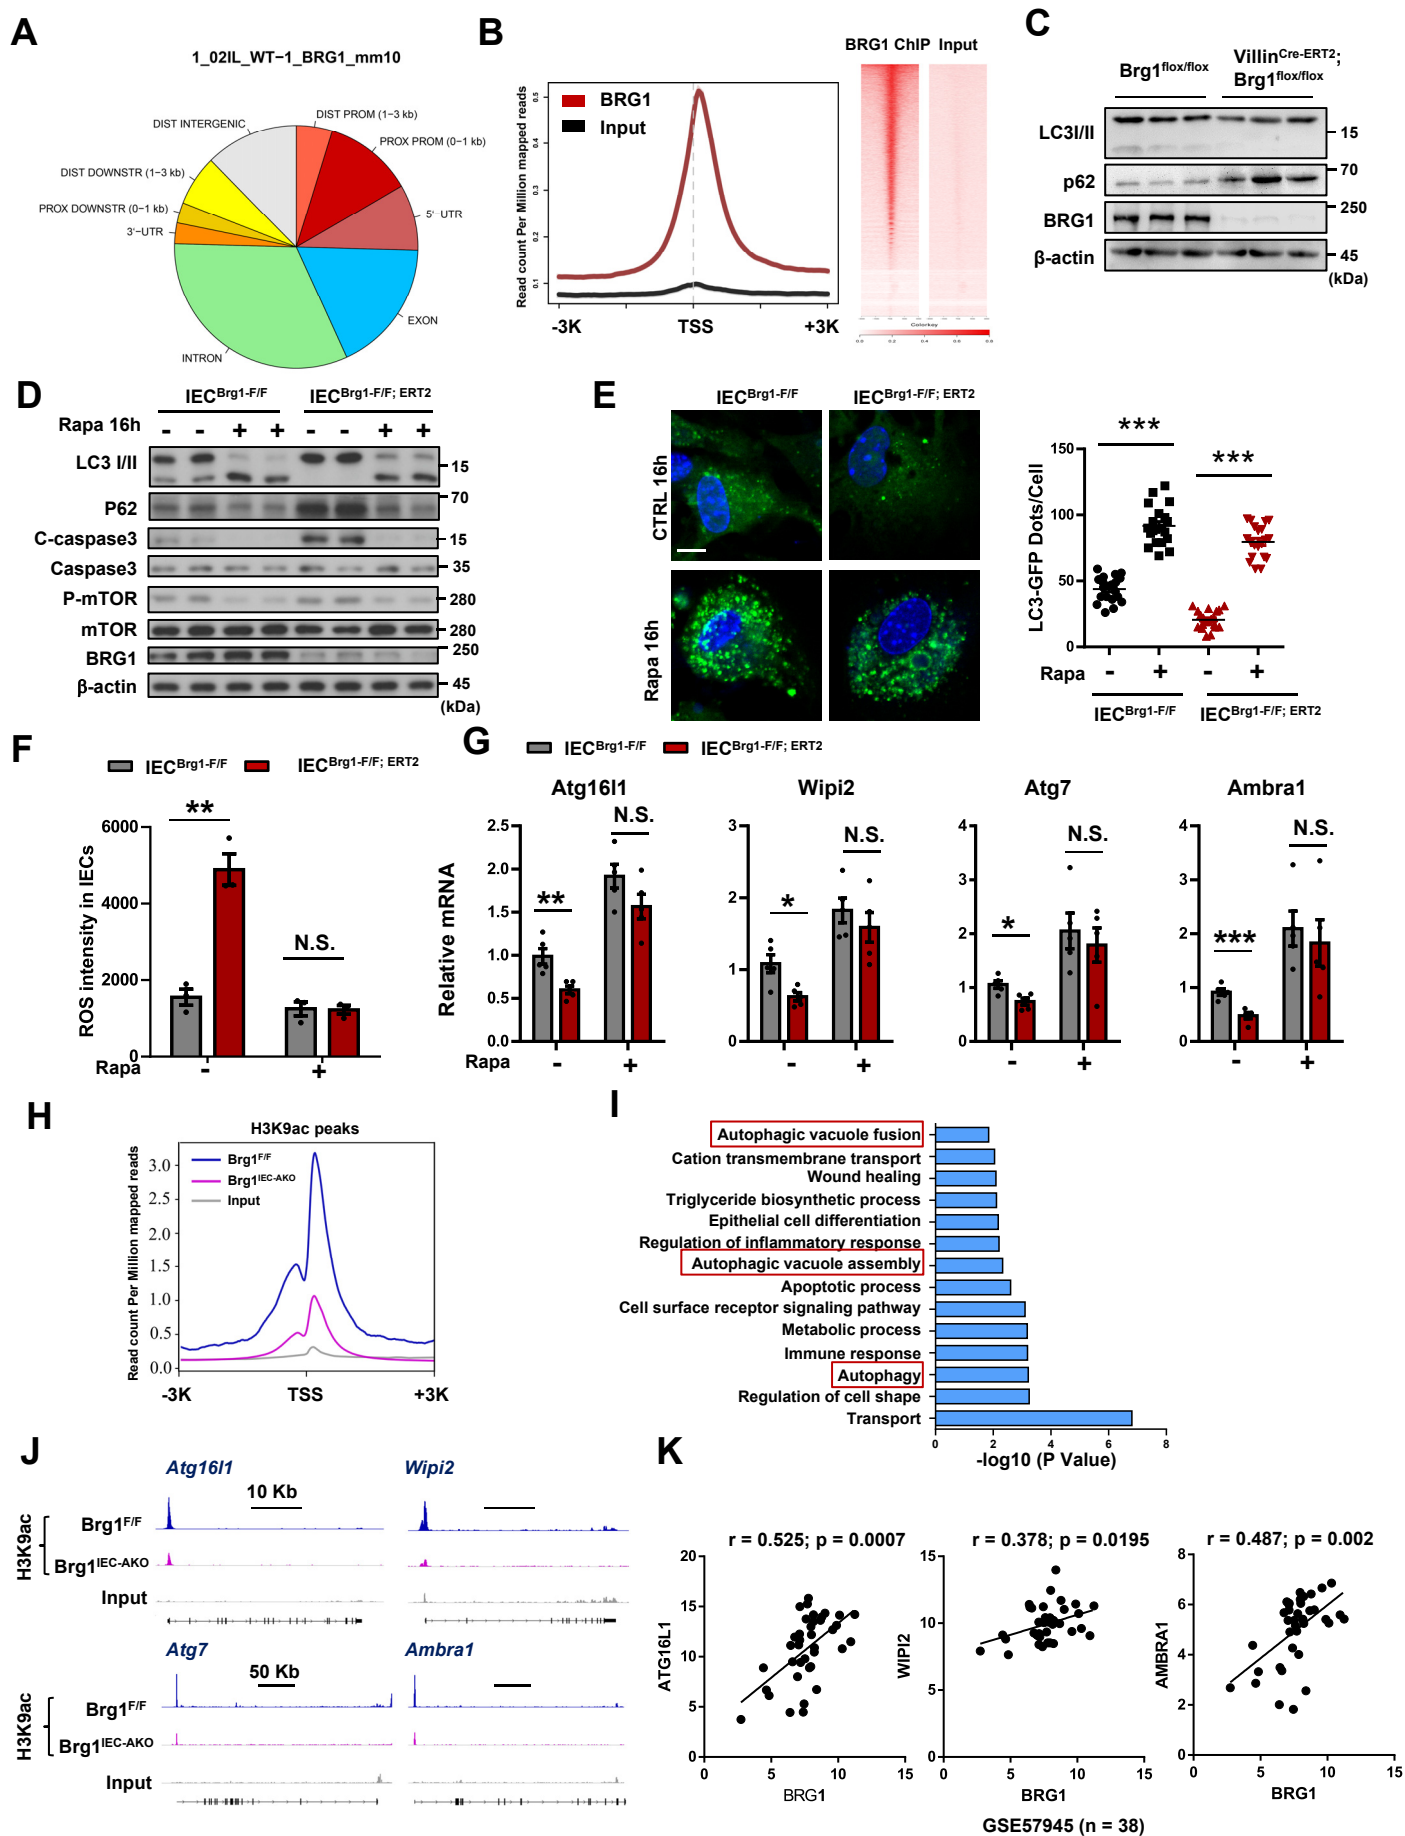

**Supplementary Figure. 5 BRG1 modulates autophagy in colonic epithelial cells.**

- (a)** Enrichment distribution for genomic annotations for BRG1 ChIP binding in wild-type IECs.
- (b)** Average BRG1 ChIP signal across 12119 annotated genes in IECs isolated from wild-type mice.
- (c)** Immunoblotting analysis of the indicated protein in organoids derived from  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice.
- (d-e)** IECs were isolated from 2-month-old  $Brg1^{flox/flox}$  and  $Villin^{Cre-ERT2}; Brg1^{flox/flox}$  mice, and Brg1 deletion is achieved by 4-OHT treatment in cells. After 3 days of culture, western blot analyzes the indicated protein **(d)**, LC3-GFP staining **(e)**.
- (f)** MFI quantification of ROS in  $IEC^{Brg1-F/F}$  and  $IEC^{Brg1-F/F; CreERT2}$  with or without 16 hours of rapamycin treatment.
- (g)** RT-qPCR analysis of the relative mRNA levels of the indicated genes in  $IEC^{Brg1-F/F}$  and  $IEC^{Brg1-F/F; CreERT2}$  with or without 16 hours of rapamycin treatment. (n=5 per genotype).
- (h)** Average H3K9ac ChIP signal across 12573 annotated genes in IECs isolated from wild-type mice.
- (i)** The enrichments of GO terms in the overlapping genes of BRG1, H3K9ac binding and displaying expression changes in Brg1-KO IECs.
- (j)** Snapshot of H3K9ac ChIP-Seq signals at the *Atg16l1*, *Wipi2b*, *Atg7* and *Ambra1* gene loci in IECs isolated from  $Brg1^{F/F}$  and  $Brg1^{IEC-AKO}$  mice.
- (k)** The correlation between BRG1 and *ATG16L1*, *WIP12b* or *AMBRA1* mRNA in IBD specimens (GSE57945, n = 38) is shown in a regression plot (by Pearson's). \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ . Scale Bar: 10  $\mu m$  e.

## Supplementary Figure 6

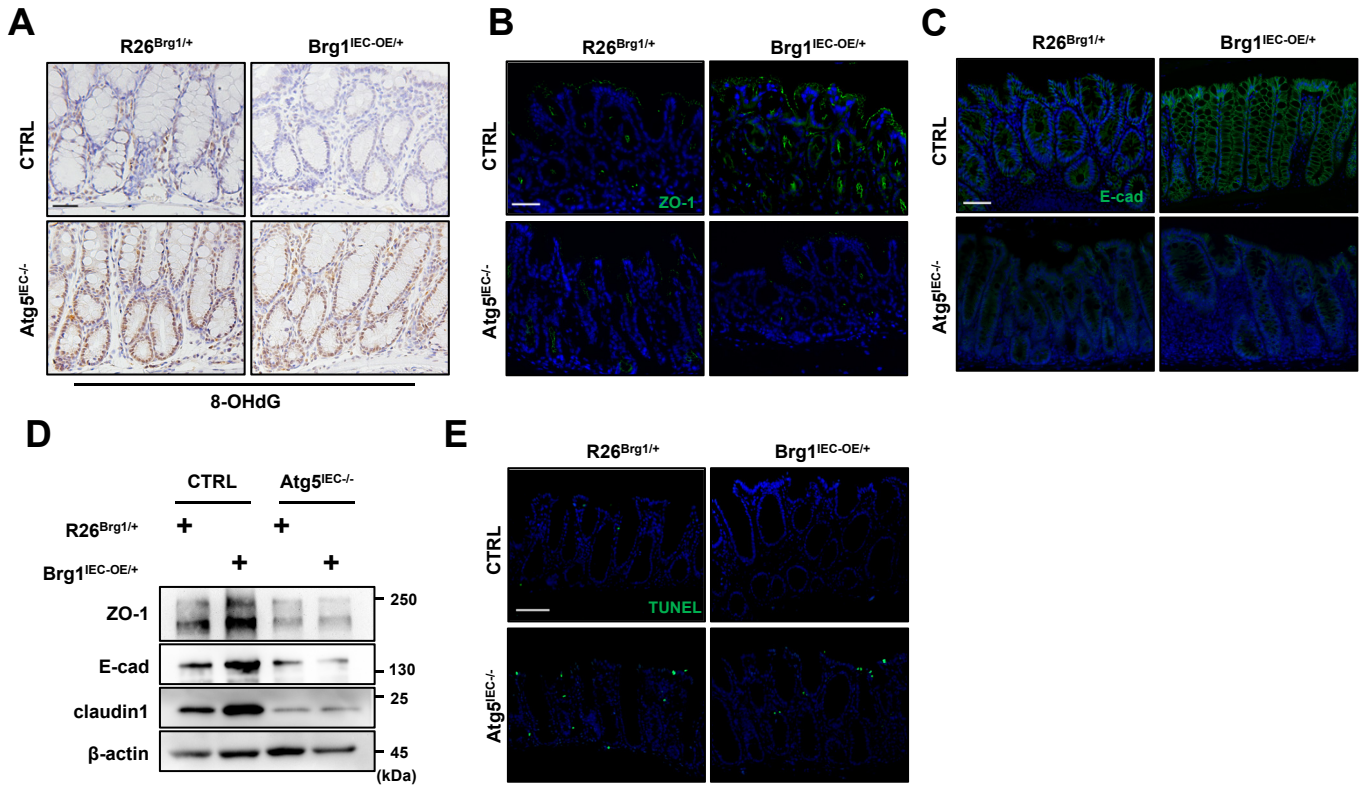

**Supplementary Figure. 6 Analyses in the R26<sup>Brg1</sup><sup>+</sup> and Brg1<sup>IEC-OE/+</sup> mice with or without Atg5 deletion in IECs.**

**(a)** 8-OHdG staining as indicated.

**(b, c)** Representative ZO-1 and E-cadherin staining in colon sections as indicated.

**(d)** Colon lysates were analyzed by western blotting with the indicated antibodies.

**(e)** TUNEL staining as indicated. Scale Bars: 50 μm a, b, c, e.

Supplementary Figure 7

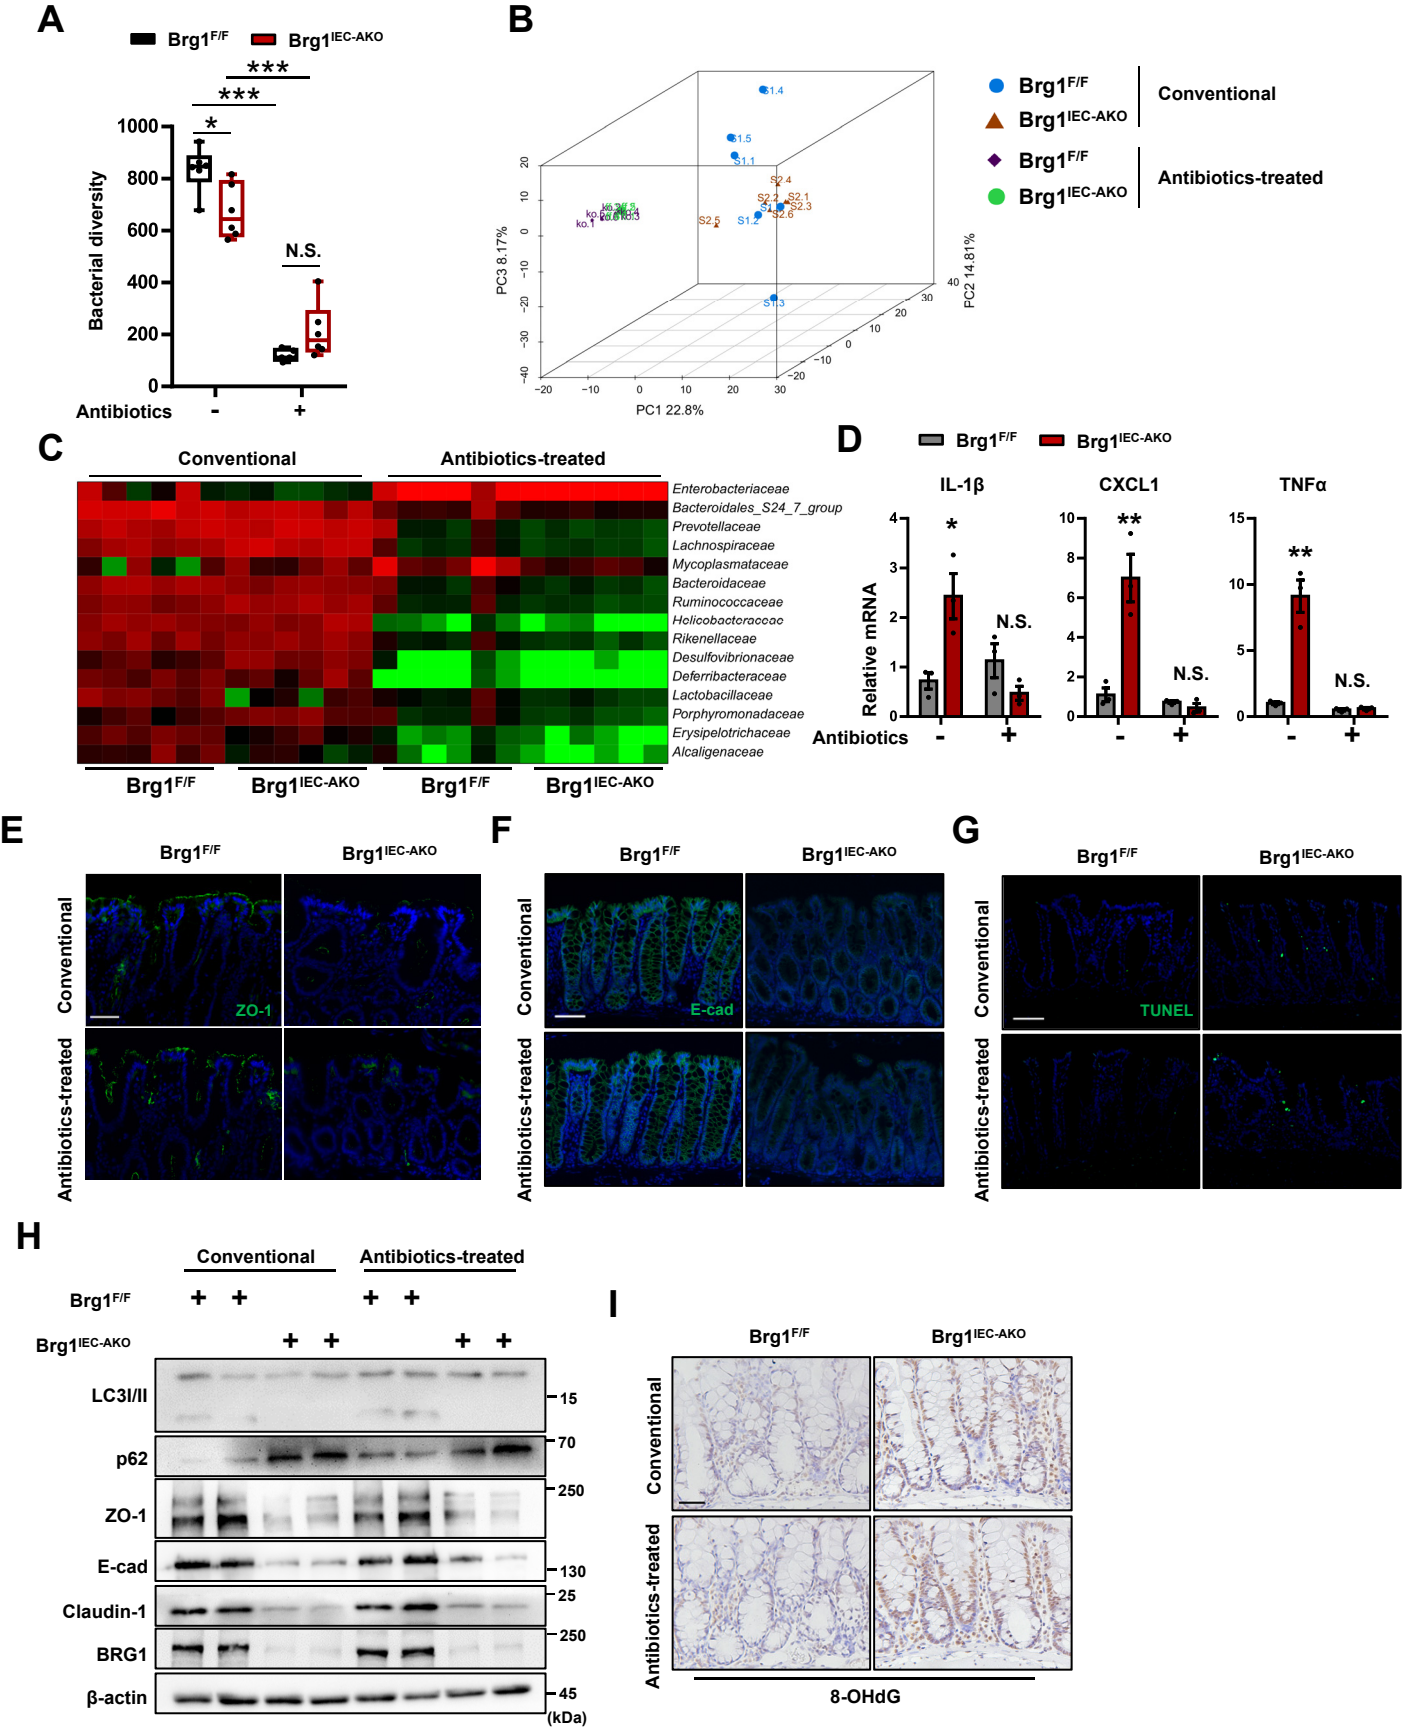

**Supplementary Figure. 7 Analyses in the Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice with or without antibiotics treatment.**

- (a)** Chao bacterial diversity in Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice with or without antibiotics treatment.
- (b)** Analysis of beta diversity between stool samples of Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice.
- (c)** Heatmap of bacterial family in the intestinal microbiota of Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice.
- (d)** RT-qPCR analysis of colon homogenates from Brg1<sup>F/F</sup> and Brg1<sup>IEC-AKO</sup> mice to assess cytokine and chemokine productions.
- (e) and (f)** Representative ZO-1 and E-cadherin staining in colon sections as indicated.
- (g)** TUNEL staining as indicated.
- (h)** Colon lysates were analyzed by western blotting with the indicated antibodies.
- (i)** 8-OHdG staining as indicated.

\*  $p < 0.05$ ; \*\*  $p < 0.001$ ; \*\*\*  $p < 0.0001$ . Scale Bars: 50  $\mu\text{m}$  e, f, g, i.

## Supplementary Figure 8

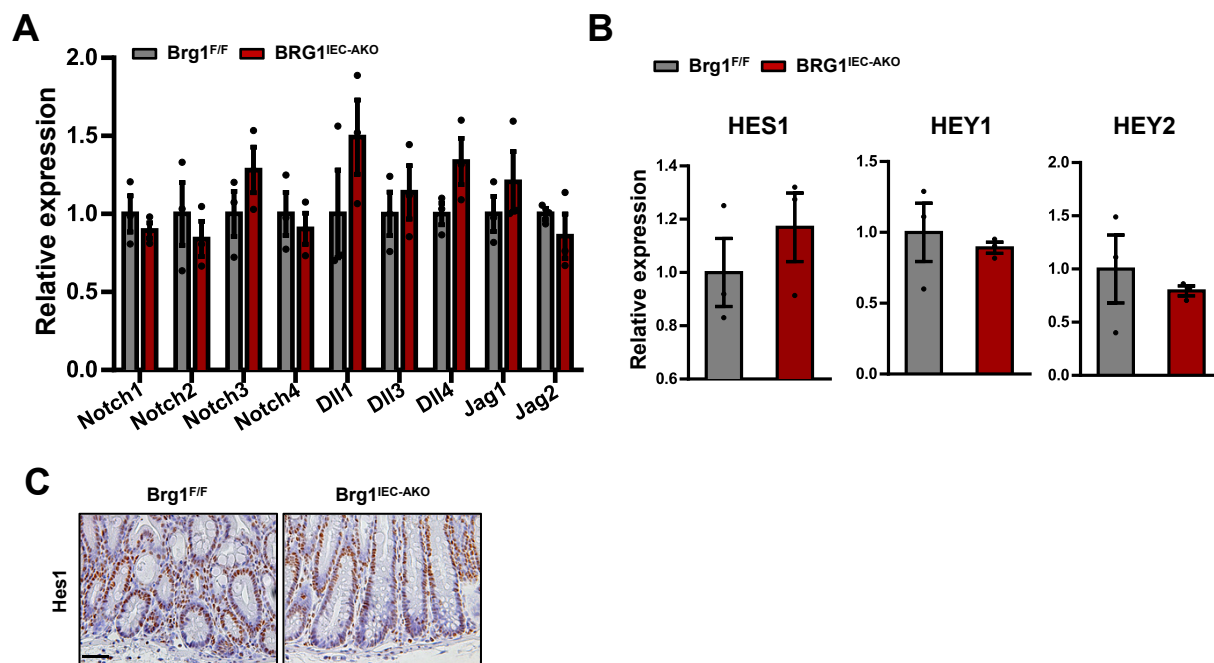

### Supplementary Figure. 8 Adult Brg1 loss does not affect Notch pathway in the colons.

(a) RT-qPCR analysis of Notch signaling pathway in the colonic lysates of 3-month-old control and Brg1<sup>IEC-AKO</sup> mice (one month after Brg1 depletion).

(b) RT-qPCR analysis of Notch targets in the colonic lysates of 3-month-old control and Brg1<sup>IEC-AKO</sup> mice (one month after Brg1 depletion).

(c) Hes1 staining in colon sections of 3-month-old control and Brg1<sup>IEC-AKO</sup> mice (one month after Brg1 depletion). Scale Bars: 50  $\mu$ m c.

**Supplementary Table 1**

**Primers for RT-qPCR**

| <b>Primer</b> | <b>Sequence(5'-3')</b>  | <b>Sequence(3'-5')</b>  |
|---------------|-------------------------|-------------------------|
| TNF $\alpha$  | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG     |
| Il-6          | TAGTCCTTCTACCCCAATTTCC  | TTGGTCCTTAGCCACTCCTTC   |
| Cxcl1         | CTGGGATTCACTCAAGAACATC  | CAGGGTCAAGGCAAGCCTC     |
| Il-1 $\beta$  | GCAACTGTTCTGAACTCAACT   | ATCTTTTGGGGTCCGTCAACT   |
| Ccl2          | TAAAAACCTGGATCGGAACCAA  | GCATTAGCTTCAGATTACGGGT  |
| Cox2          | GATGCTCTTCCGAGCTGTG     | GGATTGGAACAGCAAGGATTT   |
| Atg16l1       | CAGGCGTTTCGAGGAGATCATT  | ACTATCATTCCACGCACCATCA  |
| Wipi2         | AGGATAACACGTCCCTAGCTG   | TCTCTCCACAATGCAGACATCT  |
| Ambra1        | GAGCTGGTGGAGGATAAGACT   | GGTCGAGCGTGGACTATCAG    |
| Atg7          | GTTGCCCCCTTTAATAGTGC    | TGAACTCCAACGTCAAGCGG    |
| Lgr5          | CCTACTCGAAGACTTACCCAGT  | GCATTGGGGTGAATGATAGCA   |
| Ascl2         | GCCTACTCGTCGGAGGAA      | CCAACTGGAAAAGTCAAGCA    |
| Cd133         | TTGGTGCAAATGTGAAAAAG    | ATTGCCATTGTTCTTGAGC     |
| Cd44          | AGAAAAATGGCCGCTACAGTATC | TGCATGTTTCAAAACCTTGCG   |
| ChgA          | CCAAGGTGATGAAGTGCCTC,   | GGTGTGCGCAGGATAGAGAGGA  |
| Sct           | AGACACTCAGACGGAATGTTCA  | CTGGTCCTCTAAGGGCTTGGA   |
| Muc2          | TCCACCATGGGGCTGCCACT    | GGCCCGAGAGTAGACCTTGG    |
| Tff3          | CTTTGACTCCAGTATCCCAAATG | TGGCTGTGAGGTCTTTATTCTTC |
| Lys           | ATGGAATGGCTGGCTACTATGG  | ACCAGTATCGGCTATTGATCTGA |
| Ang4          | GGTTGTGATTCTCCAACCTCTG  | CTGAAGTTTTCTCCATAAGGGCT |
| Notch1        | GATGGCCTCAATGGGTACAAG   | TCGTTGTTGTTGATGTCACAGT  |
| Notch2        | ATGTGGACGAGTGTCTGTTGC   | GGAAGCATAGGCACAGTCATC   |
| Notch3        | TGCCAGAGTTCAGTGGTGG     | CACAGGCAAATCGGCCATC     |
| Notch4        | CTCTTGCCACTCAATTTCCCT   | TTGCAGAGTTGGGTATCCCTG   |
| Dll1          | CAGGACCTTCTTTTCGCGTATG  | AAGGGGAATCGGATGGGGTT    |
| Dll3          | CTGGTGTCTTCGAGCTACAAAT  | TGCTCCGTATAGACCGGGAC    |
| Dll4          | TTCCAGGCAACCTTCTCCGA    | ACTGCCGCTATTCTTGTCCTC   |
| Jag1          | CCTCGGGTCAGTTTGAGCTG    | CCTTGAGGCACACTTTGAAGTA  |
| Hes1          | CCAGCCAGTGTCAACACGA     | AATGCCGGGAGCTATCTTTCT   |
| Hey1          | GCGCGGACGAGAATGGAAG     | TCAGGTGATCCACAGTCATCTG  |
| Hey2          | AAGCGCCCTTGTGAGGAAAC    | GGTAGTTGTCGGTGAATTGGAC  |
| Axin2         | AACCTATGCCCGTTTCTCTA    | GAGTGTAAGACTTGGTCCACC   |
| Apcdd1        | CTTCACGGCGTCCAAGTCAT    | GCAAGTTCGGTTCACCAAGTC   |
| Ephb2         | GCGGCTACGACGAGAACAT     | GGCTAAGTCAAAATCAGCCTCA  |
| Nkd1          | AGGAAAGGCATCGAGGAGTG    | TCGCTCAGTCTCTCCATTCTC   |
| Lrig1         | TTGAGGACTTGACGAATCTGC   | CTTGTTGTGCTGCAAAAAGAGAG |

**Primers for ChIP-qPCR**

|                |                       |                       |
|----------------|-----------------------|-----------------------|
| <b>Atg16l1</b> | AAGGAGGAAGGAAACAGACAC | AGCCGCCAGCGAACAGAA    |
| <b>Wipi2</b>   | TGAGACCTGGCCTTTTCGC   | TGGATTACTACTGCCGTTTGG |
| <b>Ambra1</b>  | CAGCAGGAGCTGAGCAATG   | AAGAAGACGCCGCAAAA     |
| <b>Atg7</b>    | GAATGAGCAACCAGAGGC    | AGTTGAGCGGCGGTAAGT    |

**Oligos for siRNA**

|                    |                       |                       |
|--------------------|-----------------------|-----------------------|
| <b>siAtg16l1-1</b> | GUCAACUACAAGAAAUGGCTT | GCCAUUUCUUGUAGUUGACTT |
| <b>siAtg16l1-2</b> | AGGGAAGAUCACUGCUCUGTT | CAGAGCAGUGAUCUUCCTT   |
| <b>siAtg16l1-3</b> | UGGACACUCAUCCUGCUUCTT | GAAGCAGGAUGAGUGUCCATT |

# Supplementary material for: BRG1 attenuates colonic inflammation and tumorigenesis through autophagy-dependent oxidative stress sequestration
**Source:** Nat Commun. 2019 Oct 10;10:4614. doi: 10.1038/s41467-019-12573-z
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The CHIP-seq data were generated by Illumina Hiseq 2000 platform ;  
QRT-PCR was performed in a Bio-Rad C1000 thermal cycler machine;  
The autophagosome were performed by transmission electron microscopy;  
Micrographs were obtained with a FEI Tecnai G2 Spirit transmission electron microscope.

#### Data analysis

Photos were imaged and quantified by Image J software;  
Analysis of RNA expression(qRT-PCR), weight-loss monitoring, IHC/IF quantification were performed by Graphpad PRISM7;  
ChIP-Seq analysis was performed by Active Motif.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings in this study are available within the paper, Supplementary information and Source data. All data are available from the authors upon reasonable request. RNA-Seq and ChIP-Seq raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE112128 and GSE135041.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes for the each experiments were described in the relevant figure legends of the paper                                                                           |
| Data exclusions | No data were excluded from the analyses                                                                                                                                        |
| Replication     | All of attempts to replicate experiments were successful                                                                                                                       |
| Randomization   | Mice used for the biological replication were from the same generation or as little mates, samples were allocated into experimental groups base on the genotype or properties. |
| Blinding        | The investigators were blinded to the genotype of the sample or mouse model.                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | BRG1(EPNCIR111A) Abcam Cat# ab110641(1:10000) ;<br>Caspase3(8G10) Cell Signaling Technology Cat# 9665(1:1000);<br>C-Caspase 3 Cell Signaling Technology Cat# 9661(1:1000);<br>PARP (46D11) Cell Signaling Technology Cat# 9532(1:1000);<br>Ki67(B56) BD Biosciences Cat# 550609(1:500);<br>EpCAM (G8.8) BD Biosciences Cat# 552370(1:500);<br>ZO1 Invitrogen Cat# 40-2200(1:500);<br>8-OHd G Abcam Cat# ab48508(1:500);<br>LC3A/B(D3U4C) Cell Signaling Technology Cat# 12741(1:1000);<br>ATG16L1(D6A5) Cell Signaling Technology Cat# 8089(1:1000);<br>PCNA Santa Cruz Biotechnology Cat# SC-7909(1:1000);<br>P-H3 Cell Signaling Technology Cat# 9701(1:1000);<br>E-Cadherin Cell Signaling Technology Cat# 3195T(1:1000);<br>DCLK1 Abcam Cat# ab31704(1:500);<br>Claudin1 Cell Signaling Technology Cat# 4933T (1:1000);<br>ChgA Abcam Cat# ab715(1:1000);<br>Hes1 Abcam Cat# ab71559(1:500) ; |
| Validation      | Antibody validations were performed as described on the manufacturers' websites and were supported by multiple publications.<br>Antibodies were further validated by using positive and negative controls in our studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice, both male and female, were used in this study, and described in the paper for details.                                                                                                                                                                                 |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                              |
| Field-collected samples | Study did not involve samples collected from the field.                                                                                                                                                                                                                              |
| Ethics oversight        | All mice were maintained in a specific-pathogen-free (SPF) facility and all experimental procedures were approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Biological Sciences or Institute of Zoology, Chinese Academy of Sciences. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                  |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | These patients were from a Chinese family with healthy parents and without a family history of specific diseases.                                                                                                                                                |
| Recruitment                | All patients' information and samples were collected based on clinical requirements for diagnosis.                                                                                                                                                               |
| Ethics oversight           | The study was approved by the ethics committee of the Shanghai Tenth People's Hospital (SHSY-IEC-pap-16-24). The use of pathological specimens as well as the review of all the pertinent patient records was approved by the institutional ethics review board. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112128">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112128</a><br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135041">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135041</a> |
| Files in database submission                                       | BRG1-CHIPseq<br>colon epithelial cells input DNA<br>H3K9ac-WT<br>H3K9ac-KO<br>H3K9ac-input                                                                                                                                                                                         |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | no longer applicable                                                                                                                                                                                                                                                               |

### Methodology

|                         |                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------|
| Replicates              | The experiment did not have replicates.                                                                          |
| Sequencing depth        | H3K9ac-WT: reads:87784244;paired-end;length:300<br>H3K9ac-KO: reads:103916338;paired-end;length:300              |
| Antibodies              | BRG1 (EPNCIR111A) Abcam Cat# ab110641; H3K9ac Abcam Cat# ab4441                                                  |
| Peak calling parameters | Peak detection was performed using the MACS (v2.1.1) peak finding algorithm with 0.01 set as the p-value cutoff. |
| Data quality            | For all libraries, fastp/0.20 was used to assess quality of all libraries.                                       |
| Software                | Genomic data analysis: Cutadapt (v1.9.1); Trimmomatic (v0.35); Bowtie2 (v2.2.6); MACS (v2.1.1)                   |

How the deposited data were processed for this re-analysis (not part of the article)

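RNA-Seq of colon epithelial cells from *Brg1* IEC*-*AKO and *Brg1* F/F mice was analysed from 1 library per genotype. The paper gives an age of 7 weeks and 1 week after tamoxifen, while the sample labels give 2 weeks. According to the methods, tamoxifen was given at 100 mg per kg on 3 consecutive days, and each sample contained several animals.

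The authors aligned paired-end reads to mm10 with HISAT2 and counted them with HTSeq, as the methods state, and presented expression as RPKM. The deposited FPKM values are fragments scaled to the length of the transcript and to the library total, rounded to 2 decimals. The deposited tables also hold estimated counts of fragments per gene, part of them fractional, and a transcript length per gene, which is fractional only for some of the genes with several transcripts. The text of the methods does not name a program that gives estimated counts. The estimated counts divided by length and by FPKM gave library totals close to the column sums, 8655414 fragments in the *Brg1* IEC*-*AKO library and 7983922 in the *Brg1* F/F library. Each table lists only genes with reads, and a gene absent from 1 of the tables was given 0 there. The tables name genes by Entrez identifier, and 15805 of 15834 identifiers were paired with a symbol through the RefSeq annotation of GRCm38, the assembly of mm10, from which positions were also taken.

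From these values, the log2 ratio of *Brg1* IEC*-*AKO to *Brg1* F/F was computed from FPKM plus 0.1, for 11973 genes with FPKM of at least 1 in either library. The 1.5-fold limit was taken from the methods. No p-value was computed, since 1 library per genotype gives no replicate error, and the ratios describe these libraries. FPKM alone had been planned for, and the counts found beside it were used for the depth, for counting intervals and for sums over near-identical copies of a gene. The number of fragments sets the counting error, given as exact 95% Clopper-Pearson intervals of the split of the rounded fragments between the libraries. Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 bins with a fixed random seed. The lists of autophagy, apoptosis and oxidoreductase genes and of cell-type markers were written before the data were examined, and Reactome sets for apoptosis and biological oxidations were planned as alternatives. The steps were tested on simulated data. Of 200 genes with FPKM of at least 5 in both libraries, simulated with 3-fold changes, 100% were recovered in the right direction. Of 200 unchanged lists of 50 genes, 5% fell outside the central 95% of random lists, and after a shift of 0.3 on the log2 scale 100% fell below it. The unchanged lists were themselves drawn at random, so a share near 5% follows from the construction. The simulation held counting noise only and covers neither variation between animals nor lists of genes that change together.

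The genes named in the text were drawn from a set fixed by a rule before the data were examined. The set holds the genes of Fig. 6b, the genes that the paper measured by RT-qPCR where they are used, the 5 largest increases and 5 largest decreases among genes with FPKM of at least 5 in the higher library, up to 5 members of each list with the largest change, and the listed cell-type markers. Not every listed marker is reported here, and those named were picked from the lists after the values were seen. Near-identical copies of these genes, lists of squamous epithelial markers and T cell genes, a selection of Hox genes, the Reactome set for respiratory electron transport, and cytochrome P450, complex I and NADPH oxidase genes as groups of their own were added after the values were seen. Alternatives were pseudocounts of 1 and 0.01, no filter on low values and a minimum FPKM of 5, a 2-fold limit, centring on the median of genes with FPKM of at least 5 in both libraries, rescaling to TPM, quantile normalization and other versions of the gene lists. The BRG1 and H3K9ac ChIP-Seq peaks and the p-value limit of the methods were not used here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.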

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

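The tests named here were chosen after the values had been seen, except the test of immune markers. With 1 pooled library per genotype, a difference between the pools that is unrelated to the genotype, such as in cell isolation or library preparation, cannot be told apart from the genotype for any of these results.

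The 12 proliferation markers, which the paper does not report from the RNA-Seq data, were all at least 1.5-fold higher in the *Brg1* IEC*-*AKO library than in the *Brg1* F/F library, with a median log2 ratio of 0.94 and a range from 0.71 to 1.13. *Mki67* had FPKM of 42.9 and 25.8, and *Top2a* 43.4 and 22.6. The central 95% of the medians of matched random lists lay between -0.16 and 0.38. Centring on the well expressed genes lowers every ratio by 0.11, so it could only bring the median to 0.83, and it does not test a larger difference in scaling. The isolated cells could also come from a different position along the crypt. *Krt20*, a marker of surface cells, was lower, with a log2 ratio of -0.52, as such a shift predicts, but more dividing cells in the tissue would give the same. By staining in other mice, the paper reports no appreciable change in proliferation 2 weeks after tamoxifen (Supplementary Fig. 4b). At a later age it reports slightly more Ki67-positive cells (Fig. 5c). The colonocyte markers had a median of -0.89, with 7 of 10 decreased and 2 increased, as a shift from surface to crypt predicts. Markers of the crypt did not all rise. All 5 deep crypt secretory markers were lower, with *Reg4* at -2.21 and *Kit* at -1.07. The stem cell markers had a median of -0.04, at the 21.99 percentile, with *Lgr5* at 0.75, *Lrig1* at 0.33 and *Ephb2* at 0.24, but *Ascl2* at -1.07, *Smoc2* at -0.88 and *Prom1* at -0.58. The markers thus point in different directions, and the explanation is left open.

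*Clca4b* showed the largest increase among genes with FPKM of at least 5 in the higher library, with a log2 ratio of 7.58, from 43 fragments in the *Brg1* F/F library to 9409 in the *Brg1* IEC*-*AKO library. Reads of *Clca4b* could be shared with its paralog *Clca4a*. If a shift of reads between the copies were the cause, their sum would not rise 2-fold, but the summed fragments rose with a log2 ratio of 3.42, and *Clca4a* itself was higher by 1.41. *Gm10639* had FPKM of 18.8 in the *Brg1* IEC*-*AKO library and was not listed in the *Brg1* F/F library, a log2 ratio of 7.56. It belongs to the alpha class of glutathione transferases, whose copies share reads. The summed fragments of 6 genes of this class rose from 893 to 6132, a log2 ratio of 2.66, so that a higher total for the class remains, while the value of the single gene is uncertain. No other explanation was tested for these genes.

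*Ly6d*, *Prss22* and *Lrg1* rose with log2 ratios of 7.08, 6.15 and 5.72. *Ly6d* went from 0 to 78 fragments, *Prss22* from 1 to 154 and *Lrg1* from 8 to 520, and the lower bounds of their 95% counting intervals were 4.25, 4.72 and 4.91. Squamous epithelium borders the distal end of the colon, so squamous cells in the isolate are a candidate source of such genes. Of 18 squamous markers, 4 reached FPKM of at least 1 in the *Brg1* IEC*-*AKO library and 3 in the *Brg1* F/F library, where a large share of such cells would have raised most of them. Some of the markers rose nevertheless, *Krt13* from 0 to 17 fragments, *Krt6b* from 0 to 10 and *Sprr1a* from 61 to 246, and *Sfn* had a log2 ratio of 0.94. A small admixture of squamous cells is therefore not excluded. Immune cells are another candidate source, and the median of the immune markers was at the 7.19 percentile of matched random lists, within their central 95%. Of 16 T cell genes, 14 were lower by at least 1.5-fold and 0 higher, which argues against T cells as the source. Among the immune markers, *Ptprc* was lower, with a log2 ratio of -1.56, but *Cd74* was higher, with 1.23. Other immune cells are therefore not excluded. Whether the increases follow from *Brg1* loss or from such a difference between the pools is left open.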

How the results depend on the processing

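The alternatives were set before the data were examined, except the one that uses the counting interval, which was chosen after seeing that the tables held fragment counts. Over 19 results and 117 values under alternatives, 104 kept their direction and stayed within their interval, their side of the limit or 1.5 times the count. The 104 include 11 oxidoreductase values at the 100 percentile, where a change in the excess need not show. They also include the centred autophagy percentile, which centring cannot change. Single genes were judged by their interval. With a pseudocount of 1, *Wipi2* at -0.57 and *Atg14* at -0.52 thus count as kept, although they fell short of 1.5-fold.

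Among the genes of Fig. 6b, *Smarca4* ranged from -1.91 to -1.69, *Wipi2* from -0.71 to -0.57, *Atg7* from -0.31 to -0.18 and *Atg16l1* from -0.30 to -0.17 on the log2 scale under both other pseudocounts, centring, TPM and quantile normalization. Ratios close to 0 changed sign. Centred on the well expressed genes, whose median log2 ratio was 0.11, the ratio was -0.07 for *Ambra1*, -0.01 for *Atg5*, -0.08 for *Atg12* and -0.07 for *Sqstm1*. After quantile normalization it was -0.03 for *Ambra1*, -0.04 for *Atg12* and -0.03 for *Sqstm1*. All of these lie within the counting intervals of the uncentred ratios, except the centred value of *Sqstm1*, whose interval ran from -0.05 to 0.14.

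The number of genes lower by at least 1.5-fold was 1828, and it became 3092 without a filter on low values, 1087 with a minimum FPKM of 5 and 1059 at 2-fold. The number of higher genes was 1832, and it became 2792 without a filter and 712 at 2-fold. The other alternatives gave between 1552 and 2162 lower genes and between 1242 and 1906 higher genes. Centring gave 2162 lower and 1394 higher genes, and a pseudocount of 1 gave 1552 and 1460. Lower genes were also more numerous without a filter and at 2-fold. With a minimum FPKM of 5, higher genes were more numerous, with 1087 lower and 1242 higher. Which direction held more genes thus depended on the scaling, the pseudocount, the filter and the fold limit.

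The autophagy list stayed between the 0.50 and 1.24 percentile of matched random lists under 8 alternatives. Centring cannot change this percentile, since it shifts all genes alike. When the genes lower by at least 1.5-fold were counted in place of taking the median, the list was at the 56.38 percentile on a scale where a low percentile stands for many decreases, so the low median does not come with an excess of decreases past 1.5-fold. The oxidoreductase list stayed at the 100 percentile under all 11 alternatives, those without cytochrome P450 genes, without complex I subunits and with the Reactome set included. This percentile cannot rise further and does not show the size of the excess. The number of changed genes was 1.52 times the mean of the random lists, and between 1.41 times without a filter and 1.69 times with the Reactome set. Without cytochrome P450 genes it was 1.42 times. The apoptosis list stayed between the 51.58 and 78.28 percentile under 9 alternatives. This holds for the number of genes changed in either direction. By direction, the Reactome set had a median at the 99.98 percentile and its increased genes were at the 97.86 percentile.

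The depth limits single genes. With 337 fragments of *Atg7* and 342 of *Atg16l1* in the *Brg1* F/F library, the intervals of log2 ratios of -0.20 and -0.18 included no change, but not after centring, where they ran from -0.54 to -0.09 and -0.52 to -0.07. Whether these genes differ by more than counting error therefore depended on the scaling. The intervals after centring were computed after the uncentred ones had been seen. No paired analysis was possible because each genotype has 1 library.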

Differences from the paper's values

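The RNA-Seq set of the paper holds about 1100 genes in Fig. 6a, read by eye. With FPKM of at least 1 in either library and a 1.5-fold limit, 3660 genes changed between the *Brg1* IEC*-*AKO and *Brg1* F/F libraries. For genes changed in either direction, none of the alternatives set before the data were examined closed the gap. The number was 3012 with a pseudocount of 1, 3719 with a pseudocount of 0.01, 3556 after centring, 3709 as TPM, 3622 after quantile normalization, 5884 without a filter on low values, 2329 with a minimum FPKM of 5 and 1771 at 2-fold. The legend of Fig. 6a speaks of expression changes and the text of downregulation, so the set of the paper may hold decreased genes only. The number of decreased genes was 1828, and 1087 with a minimum FPKM of 5 and 1059 at 2-fold, which are close to about 1100. The p-value limit in the methods of the paper was not applied here.

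The paper states that *Atg16l1*, *Atg7*, *Ambra1* and *Wipi2* were significantly reduced in Fig. 6b, which shows a pair of columns per genotype. It also reports lower expression of these genes after BRG1 loss by RT-qPCR (Fig. 6k) and lower H3K9ac at their loci (Fig. 6m). Those measurements were not part of the data analysed. Here the log2 ratio of *Ambra1* was 0.04, slightly higher in the *Brg1* IEC*-*AKO library, with a 95% counting interval from -0.13 to 0.21, and it was -0.07 after centring and -0.03 after quantile normalization. *Atg16l1* and *Atg7* were lower, with log2 ratios of -0.18 and -0.20, but their intervals, -0.41 to 0.04 and -0.43 to 0.02, included no change. After centring they were at -0.30 and -0.31, with intervals of -0.52 to -0.07 and -0.54 to -0.09, which excluded no change.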

Other observations

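The tests of label swap, sex, immune and stromal cells, position along the colon by the full lists, low expression, gene length and scaling of the autophagy list were fixed before their results were seen, and the tests of the Hox genes alone, of T cells, of counting error alone and of *Tmem254b* were chosen afterwards. Cytochrome P450 and NADPH oxidase genes were set apart as families after the values were seen. All comparisons are between 1 *Brg1* IEC*-*AKO and 1 *Brg1* F/F library.

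Several technical explanations of the 3660 genes changed at least 1.5-fold were tested. Others, such as a different time of collection or housing of the pools, were not. A swap of the library labels would reverse the direction of the changes but leave their number the same, so this test concerns direction only. A swap would put *Smarca4* at least as high in the *Brg1* IEC*-*AKO library, and its log2 ratio was -1.80. Pools of different sex would separate *Xist* and the Y-linked genes. *Xist* was listed in neither table, so this rests on *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, whose largest absolute log2 ratio was 0.48. The median of the immune markers was at the 7.19 percentile of matched random lists and that of the stromal markers at the 20.72 percentile, both inside the central 95%. Only 7 immune and 4 stromal markers passed the filter, so these tests are coarse. Within the immune list, *Ptprc*, *Cd3e* and *Cd3g* were lower, with log2 ratios of -1.56, -1.59 and -1.91, and *Cd74* was higher, with 1.23. A list of T cell genes was therefore tested, written after values of such genes had been seen. Of 16 genes that passed the filter 14 were lower by at least 1.5-fold, and the median log2 ratio was -1.72, at the 0 percentile, with *Cd8a* at 1.04 and 6.43 and *Gzma* at 1.89 and 18.4. Fewer T cells in the *Brg1* IEC*-*AKO isolate may thus account for lower values of genes that T cells express. The Spearman correlation of transcript length and log2 ratio across genes was 0.003. This covers only a trend in direction. The share of genes changed in either direction fell with length, from 35.2% in the group of shortest transcripts to 33.3%, 28.6% and 25.2% in groups of increasing length, and the cause was not tested. The share of changed genes was 54.6% among the 2994 genes with the lowest mean FPKM and 20.3% among the 2993 with the highest, a ratio of 2.69. Noise of genes with low values may contribute, but this ratio does not measure it. A gene with a low mean passes the filter only if 1 library reaches FPKM of 1, which by itself favours unequal values. Counting error alone gave 257 genes changed at least 1.5-fold in a simulated pair of libraries without change. Variation between animals or isolations was not tested.

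The position of the tissue along the colon is not settled. By the lists fixed beforehand, the proximal genes had a median at the 0.90 percentile and the distal genes at the 96.31 percentile, just inside the central 95%, so the prediction that both lie outside was not met. Some Hox genes moved in opposite directions. *Hoxb13* and *Hoxd13*, listed as distal, were higher in the *Brg1* IEC*-*AKO library with log2 ratios of 0.98 and 1.14, and *Hoxb6* and *Hoxb8*, listed as proximal, were lower with -1.38 and -1.69. The median log2 ratios of 4 distal and 4 proximal Hox genes differed by 1.78. These genes were picked after their values were seen, and *Hoxa9* and *Hoxd10*, also listed as proximal but left out of the selection, were higher, with 0.49 and 0.36. *Osr2*, listed as distal, was lower, with -1.81. This difference therefore cannot tell whether the *Brg1* IEC*-*AKO pool held more distal colon, and an effect of *Brg1* loss on Hox genes may give the same pattern. Among listed small intestine markers, *Slc10a2* and *Sis* were lower, with log2 ratios of -3.18 and -3.39. *Fabp2* and *Fabp6* were slightly higher, with 0.22 and 0.13. A different position of the 2 pools along the gut therefore remains possible.

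Markers of secretory and absorptive cells differed between the libraries. The 10 goblet cell markers had a median log2 ratio of -1.20, and 8 of them were lower by at least 1.5-fold. *Muc2* had FPKM of 649 in the *Brg1* IEC*-*AKO library and 1559 in the *Brg1* F/F library, *Tff3* 814 and 1707, *Clca1* 609 and 5863 and *Retnlb* 32.7 and 1345, while *Agr2* had 1875 and 1943. The 5 markers of deep crypt secretory cells had a median of -2.66, with *Reg4* at 84.4 and 391 and *Ang4* at 30.2 and 1455. The median itself is the ratio of *Agr3*, from 2 and 15 fragments, and is uncertain. The 4 tuft cell markers that passed the filter had a median of -4.59, with *Dclk1* at 0.20 and 5.21 and *Trpm5* at 0.08 and 6.52. The 10 colonocyte markers had a median of -0.89, with *Car1* at 1319 and 4831 and, in the other direction, *Aqp8* at 406 and 242. For each of these lists, 0 of 10000 matched random lists had a median as low. The enteroendocrine markers had a median of -0.12, at the 12.85 percentile, with *Chga* at 42.4 and 40.5 and *Sct* at 11.8 and 31.5. In other samples, 2 weeks after *Brg1* ablation, the paper reports no appreciable change in colonic stem cells or terminally differentiated cells (Supplementary Fig. 1f–i).

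The paper measured stem cell markers, cytokines and Notch genes by RT-qPCR in other samples. In these libraries, *Lgr5* had FPKM of 4.60 in the *Brg1* IEC*-*AKO library and 2.70 in the *Brg1* F/F library, *Ascl2* 1.59 and 3.44, *Cd44* 12.4 and 13.3, and *Prom1* 79.3 and 119. *Tnf* had 6.23 and 0.71, from 88 and 9 fragments, *Cxcl1* 3.06 and 0, from 25 and 0 fragments, and *Il1b* 1.82 and 0.09, from 21 and 1 fragments. *Ccl2* and *Ptgs2* rested on at most 6 fragments per library. Of 7 Notch pathway genes that passed the filter, 5 were lower and 2 higher, with *Hes1* at 34.8 and 53.9, *Jag1* at 2.98 and 6.03, and *Notch2* at 3.07 and 1.28. Their median log2 ratio was -0.54, at the 2.03 percentile of matched random lists.

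The autophagy list had a low median but few changed genes. It held 5 genes changed at least 1.5-fold, against 12.02 on average in matched random lists, at the 0.58 percentile. After centring on the well expressed genes the median log2 ratio was -0.18. Centring lowers every ratio by 0.11, so it could not have turned the sign. The median was also negative as TPM, at -0.06, and after quantile normalization, at -0.11. In the Reactome set for respiratory electron transport, 0 of 64 genes changed, against 13.74 on average.

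Within the oxidoreductases, the median log2 ratio of 33 cytochrome P450 genes was -0.87, and it ranged from -0.98 to -0.82 under the alternative scalings and pseudocounts. Both NADPH oxidase genes that passed the filter increased, with a median of 2.11 that ranged from 2.00 to 2.13. The paper does not report these families.

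*Tmem254b*, listed only in the *Brg1* F/F library, may reflect reads assigned to another copy. The summed fragments of *Tmem254a*, *Tmem254b* and *Tmem254c* had a log2 ratio of 0.87, and *Tmem254c* alone of 3.02.

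*Smarca2*, which encodes the other catalytic subunit of the SWI/SNF complex, had FPKM of 10.1 in the *Brg1* IEC*-*AKO library and 9.12 in the *Brg1* F/F library, a log2 ratio of 0.14 with a 95% counting interval from -0.06 to 0.34.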
